# SMARCA4 promotes lineage plasticity and enzalutamide resistance in prostate cancer by regulating PROX1 via H3K27 acetylation

**DOI:** 10.1038/s41420-026-03068-0

**Published:** 2026-03-25

**Authors:** Chenwei Wu, Mayao Luo, Chaojian Wu, Yi Yuan, Yadong Li, Yuanpeng Liao, Yifan Zhang, Xin Huang, Mengqi Wang, Shidong Lv, Qiang Wei

**Keywords:** Prostate cancer, Drug development

## Abstract

Enzalutamide resistance is a dynamic process often culminating in the aggressive progression to neuroendocrine prostate cancer (NEPC). This lineage plasticity is hypothesized to be driven by underlying epigenetic alterations, yet the core molecular drivers remain unclear. Elucidating these factors is of significant clinical importance for overcoming resistance. To model this transition, we established a dynamic gradient-resistant cell model simulating the clinical response to enzalutamide, and found robust upregulation of the chromatin remodeling factor SMARCA4 in resistant cells. Both in vitro and in vivo experimental results demonstrated that inhibiting SMARCA4 effectively suppresses tumor progression and reverses neuroendocrine transformation. Mechanistically, integrated multi-omics analysis, correlation studies, and protein interaction experiments revealed the transcription factor PROX1 as a crucial downstream target of SMARCA4, where its inhibition alone was sufficient to reverse the aggressive malignancy and neuroendocrine characteristics of resistant cells. We further demonstrated that SMARCA4 enhances H3K27ac levels and chromatin accessibility at the PROX1 locus to regulate its expression. Importantly, the tumor-suppressive effect of SMARCA4 knockdown could be rescued by histone deacetylase inhibitors (HDACi), achieving a level of recovery comparable to PROX1 overexpression. In summary, this study defines a core epigenetic pathway, showing that increased SMARCA4 activity promotes luminal-to-neuroendocrine transformation by enhancing histone acetylation and chromatin accessibility at the PROX1 locus. Targeting the SMARCA4-PROX1 axis provides a valuable therapeutic strategy for combating enzalutamide resistance and NEPC progression.

## Introduction

Prostate cancer (PCa) is classically recognized as an androgen-driven malignancy, and standard therapeutic strategies rely on blocking the interaction between androgens and the androgen receptor (AR) [1]. However, a significant clinical challenge is the development of acquired resistance following androgen deprivation therapy (ADT). These resistant tumors often undergo a profound lineage switch, characterized by independence from the classical AR signaling pathway and the high expression of neuroendocrine markers. This progression ultimately results in the highly aggressive variant, neuroendocrine prostate cancer (NEPC) [2, 3]. Due to its inherent aggressiveness and poor response to subsequent treatments, NEPC currently lacks effective therapeutic options in clinical practice [4].

Tumor progression to a drug-resistant stage is frequently accompanied by lineage plasticity [5]. As the disease advances, prostate cancer undergoes dynamic lineage alterations, with current research heavily focused on the phenomenon of neuroendocrine transformation. Epigenetic regulation is recognized as a core mechanism enabling tumor cells to undergo lineage plasticity, thereby facilitating cellular adaptation and survival under therapeutic pressure [6].

Current research indicates that neuroendocrine transformation (NET) is accompanied by significant dynamics in chromatin accessibility and transcriptional reprogramming [7]. Numerous transcription factors (TFs) play crucial roles in this process of lineage plasticity following therapeutic intervention. For instance, the histone methyltransferase EZH2 promotes NET by suppressing tumor suppressor RB1 and AR signaling via histone modification, and its inhibitors can delay NEPC progression. Similarly, the histone demethylase LSD1 activates neuroendocrine genes through histone modification [8], and DNA methyltransferases accelerate NET by silencing AR pathway genes through DNA methylation [9]. However, clinical trials targeting these specific epigenetic regulators have shown limited efficacy [10]. Furthermore, current research has predominantly focused on the static effects of DNA methylation and histone modifications on NET, often overlooking the critical role of dynamic changes in three-dimensional chromatin structure in driving this transformation.

Utilizing a model where enzalutamide concentration was gradually increased, we successfully established enzalutamide-resistant cells at various stages. Our analysis of these cells revealed diverse epigenetic regulatory changes, notably dynamic alterations in chromatin accessibility. Central to this process is SMARCA4, a key catalytic subunit of the SWI/SNF chromatin remodeling complex, which functions by remodeling chromatin structure through ATP hydrolysis to regulate gene transcription. The role of SMARCA4 in cancer is complex: mutations or deficiencies promote progression and drug resistance in cancers such as lung and ovarian cancer [11–13]. Conversely, its high expression in gliomas correlates with proliferation and invasion, where its knockdown inhibits tumor growth and enhances chemotherapy efficacy. In prostate cancer, while SMARCA4 maintains androgen receptor (AR) signaling in the hormone-sensitive phase [14], its expression is significantly elevated in aggressive neuroendocrine prostate cancer (NEPC) tissues [15]. However, the precise role of SMARCA4 in driving NEPC progression remains to be fully elucidated.

Given that SMARCA4 typically requires cooperative action with other transcription factors or chromatin remodeling factors to fully exert its function in gene expression regulation, we sought to identify its key cooperating partner. Through in-depth multi-omics analysis, we discovered that the transcription factor PROX1 exhibits a high correlation with SMARCA4-mediated chromatin remodeling in resistant cells. PROX1 (Prospero Homeobox 1) is an evolutionarily conserved homeobox transcription factor crucial for core regulatory roles in embryonic development (including neurogenesis and lymphatic formation) and adult cell fate determination [16, 17]. Furthermore, PROX1 is recognized as a key transcription factor involved in the progression of various cancers [18].

H3K27ac is a critical histone modification marking active enhancers and promoters, which functions cooperatively with the acetyltransferases p300/CBP to exert its regulatory effect. Mechanistically, SMARCA4 facilitates p300-mediated H3K27ac modification and drives the expression of targets like the proto-oncogene MYC [19, 20]. Consistent with this mechanism, our results revealed a significant increase in H3K27ac enrichment specifically at the PROX1 promoter region in resistant cells, while H3K4me1 and H3K27me3 modifications remained unchanged. A series of in vitro functional experiments further suggests that SMARCA4 regulates PROX1 activation through the modulation of H3K27ac modification.

In this study, we established a gradient-resistant cell model and discovered that enzalutamide-resistant cells exhibit significantly enhanced chromatin accessibility, with SMARCA4 playing a critical role in this change. Our results demonstrate that SMARCA4 facilitates histone acetylation at the PROX1 locus, mediates PROX1 chromatin remodeling, and thereby drives neuroendocrine transformation in prostate cancer.

## Results

### Lineage plasticity as a key regulator of enzalutamide resistance in prostate cancer

To investigate the mechanisms underlying enzalutamide resistance, we established a panel of enzalutamide-resistant cell lines derived from LNCaP cells, designated as LN-5, LN-25, and LN-35 (Fig. 1A). The drug-resistant phenotype was validated by IC50 measurements, which confirmed that the resistant sublines exhibited significant tolerance to the target enzalutamide concentrations (Fig. 1B). We then sought to assess the change in malignant phenotype associated with resistance. The CCK-8 and EdU assays demonstrated that the resistance cells possessed enhanced proliferative capacity relative to the LNCaP cells (Fig. 1C, D, and Supplementary Fig. 1A). Furthermore, both the wound healing and Transwell assays showed that the resistant sublines acquired significantly enhanced migratory and invasive capabilities (Fig. 1E and Supplementary Fig. 1B).

**Fig. 1:**
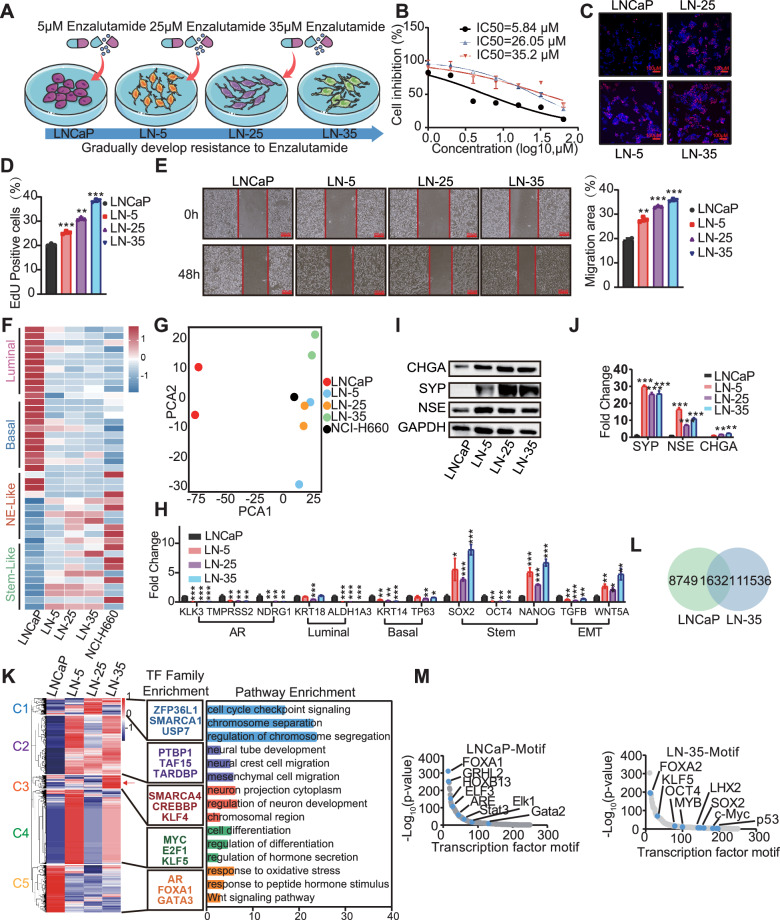
Transcriptomic reprogramming and lineage plasticity during enzalutamide resistance. **A** Schematic representation of the stepwise establishment of enzalutamide-resistant LNCaP sublines (LN-5, LN-25, and LN-35) via increasing drug concentrations (5–35 μM). **B** Evaluation of drug resistance. Calculated IC₅₀ values were assessed for each resistant cell line using the CCK-8 assay after 7 days of exposure to increasing concentrations of enzalutamide. **C** Representative fluorescence images of EdU staining. Proliferating cells are visualized in red (EdU), and nuclei are counterstained with DAPI (blue). **D** Quantitative analysis of the percentage of EdU-positive cells from the experiment shown in (**C**). **E** Evaluation of cell migration via wound healing assay. Representative images of LNCaP and resistant sublines were captured at 0 and 48 hours. The statistical quantification of the wound closure rate is shown in the adjacent graph. **F** Heatmap comparison of lineage gene signatures across LNCaP, enzalutamide-resistant sublines, and the NEPC reference cell line NCI-H660. **G** PCA plot of the transcriptomes from LNCaP, resistant cells, and NCI-H660 cells. **H** mRNA expression levels of representative genes associated with key signaling pathways in LNCaP and resistant sublines. Expression of neuroendocrine (NE) markers at the protein (**I**) and mRNA (**J**) levels in LNCaP and resistant sublines. **K** Integrated transcriptomic analysis of LNCaP and resistant sublines. Left panel: unsupervised clustering analysis. Middle panel: enrichment analysis of transcription factor families for each gene cluster. Right panel: pathway enrichment analysis for each gene cluster. **L** Venn diagram of ATAC-seq peaks unique and common to LNCaP and LN-35 cells. **M** Ranked motif of accessible chromatin regions specific to LNCaP and LN-35 cells. (*p < 0.05, **p < 0.01, ***p < 0.001).

To comprehensively capture the transcriptomic alterations during the development of enzalutamide resistance, we compared the expression of canonical lineage markers. We observed a trend where resistant cells exhibited a downward expression of luminal markers and an upregulation of neuroendocrine-like and stem-like signaling markers. Based on the GSE138460 dataset, this expression profile closely aligned with that of the NCI-H660 cell line [21] (Fig. 1F). Further supporting this lineage switch, Principal Component Analysis (PCA) showed that the resistant cells clustered in close to NCI-H660 cells, strongly suggesting neuroendocrine transdifferentiation (NETD) (Fig. 1G). Gene Set Enrichment Analysis (GSEA) of the most resistant LN-35 cells further demonstrated significant enrichment in pathways related to stem-like signaling (Supplementary Fig. 1C). Subsequent validation across the resistant cell lines confirmed these shifts, revealing decreased mRNA expression of the luminal signaling pathways, concurrent with elevated expression of both stemness and neuroendocrine (NE) signaling markers (Fig. 1H–J). To delineate the transcriptional dynamics during enzalutamide resistance development, we performed K-means clustering analysis to categorize the differentially expressed genes (DEGs) across the resistant cells. For each cluster, we conducted transcription factor family and motif enrichment analyses to elucidate the underlying biological mechanisms (Fig. 1K). While the enriched transcription factors and pathways varied across resistance stages, a commonly enriched pathway across all resistant cell lines (C2) suggested that neural-related alterations participate throughout the entire resistance process, in particular, it exhibits more pronounced neuroendocrine features in LN-35 cells. Furthermore, the highly resistant LN-35 cells (C3) showed specific enrichment for transcription factors involved in chromatin remodeling. 

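Open chromatin of LNCaP cells and of the resistant subline was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA. LNCaP is a prostate cancer cell line, and LN-35 is the subline that the paper derived from it in the drug enzalutamide at up to 35 μM. There were 2 libraries of each. The sample labels call the treated libraries enzalutamide-resistant LNCaP cells without giving a subline number. They were taken as LN-35 because the paper's overlap of peaks (Fig. 1L) and its accessibility tracks compare LNCaP with LN-35. Fig. 2A and 2D also show ATAC-seq of LN-5 and LN-25, so the subline rests on that reading. The authors deposited a list of peak summits for each library, with 1 position per peak and the authors' own score, which has the form of a −log10 p-value or q-value and in each list starts just above the value that corresponds to 0.05. Peaks were called on each library separately. The lists held 117245 and 107344 summits for LNCaP replicates 1 and 2, and 70866 and 45618 summits for LN-35 replicates 1 and 2. The lists give no read counts, so the sequencing depth is unknown, and a lower number of summits can reflect depth as well as accessibility. The median score was 11.6 and 10.3 in the LNCaP libraries and 15.9 and 10.9 in the LN-35 libraries. The scores were used only to rank or filter the summits of 1 list, and a summit's percentile is the percent of the library's summits with an equal or lower score. Each summit was widened by 250 bp on either side, and overlapping windows of all 4 libraries were merged into 151102 regions. The sequence names in the lists are those of GRCh38, and genes were taken from the RefSeq annotation of that build. That table gives the ends of each gene without its strand, so a summit was called near a gene end when it lay within 3 kb of either end of an annotated gene. With 2 libraries against 2, the smallest two-sided p that an exact permutation test allows is 0.333, so the cell types were not tested against each other.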

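Both LNCaP libraries had a summit in 86031 regions and both LN-35 libraries in 41258 regions. Of all regions, 31869 were shared by the 4 libraries, 41527 were LNCaP-specific, with a summit in both LNCaP libraries and in neither LN-35 library, and 5800 were LN-35-specific by the reverse rule. Thus 77.2% of the regions found in both LN-35 libraries were also found in both LNCaP libraries, whereas 37.0% of the regions found in both LNCaP libraries were found in both LN-35 libraries. The set sizes depended on the setting. With a summit in at least 1 library as the rule, 78506 regions were LNCaP-specific and 19523 LN-35-specific. With the 45618 highest-scoring summits of each library, 20653 regions were shared, 13197 were LNCaP-specific and 11457 were LN-35-specific. Without LN-35 replicate 2, which had the fewest summits, the LN-35-specific set grew to 17943 regions. The replicates were closer to each other than to the other cell type. The LNCaP libraries had 65.4% of their combined regions in common and the LN-35 libraries 56.8%, and the share was between 29.1% and 36.6% in the 4 pairs of an LNCaP with an LN-35 library. Equal numbers of summits gave 70.2%, 66.8% and between 37.1% and 39.1%. From the differences between LNCaP and LN-35 cells in chromatin accessibility, the paper reasons that its transcriptome results are borne out at the chromatin level.

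**Figure D1:**
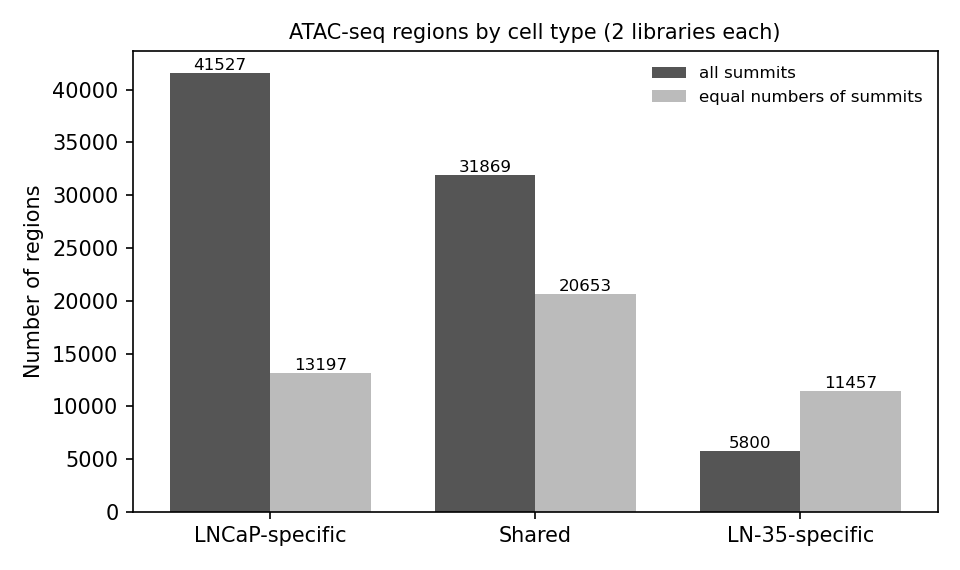
Number of ATAC-seq regions that are LNCaP-specific, shared or LN-35-specific, with all summits (dark bars) and with equal numbers of summits per library (light bars). With all summits there were 41527 LNCaP-specific and 5800 LN-35-specific regions, and with equal numbers 13197 and 11457.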

Changes in chromatin accessibility further validated these conclusions, as evident differences were observed between the LNCaP and LN-35 cells (Fig. 1L, Supplementary Fig. 1D). Motif and pathway enrichment analyses of peaks unique to each cell type revealed that LNCaP-specific peaks were primarily associated with the AR signaling pathway, whereas those unique to LN-35 cells were mainly linked to the Neuroendocrine (NE) signaling pathway (Fig. 1M, Supplementary Fig. 1E). Collectively, these findings demonstrate that our engineered resistant cells underwent lineage plasticity during drug resistance acquisition, with the LN-35 subline exhibiting a clear transition driven by chromatin remodeling and neuroendocrine transdifferentiation.

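Motif and pathway enrichment were not analysed here. The specific regions were counted over 10 neuroendocrine genes fixed before the data were examined, from 3 kb below to 3 kb above each gene. These genes held 9 LNCaP-specific regions in 5 of the 10 genes and 1 LN-35-specific region. When equal numbers of summits were used, they held 4 regions of each kind. Over all regions, there were 7.16 LNCaP-specific regions per LN-35-specific region, and 1.15 with equal numbers. Counts this small do not set the 10 genes apart from that. The strongest summit near either end of each gene was then compared by its mean percentile. It was higher in LN-35 for 4 genes, lower for 5 and equal for 1, with a median change of -0.63 percentile points, which lay at percentile 44.0 of 10000 random lists of genes with similar percentiles. Within 1 kb in place of 3 kb of a gene end it was higher for 5 genes, lower for 3 and equal for 2, with a median change of 1.20 points, at percentile 73.9 of the random lists. With equal numbers of summits it was higher for 9 genes, lower for 0 and equal for 1, with a median change of 13.0 points, while the random lists had a median of 17.0. Over the 4 fits that each left out 1 library, the median was between -7.53 and 4.57, the lowest without LN-35 replicate 1 and the highest without LN-35 replicate 2.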

### Chromatin remodeling and transcriptional reprogramming are coordinated and dynamically orchestrated during the acquisition of enzalutamide resistance

Our transcriptomic and chromatin profiling data captured the continuum of enzalutamide resistance development (Fig. 2A). 

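Summits near a gene end made up 30.2% and 31.6% of the summits of the LNCaP libraries and 40.5% and 47.0% of those of the LN-35 libraries. The means were 30.9% ± 0.979 (SD, n = 2) and 43.7% ± 4.59 (SD, n = 2), and 15.4% of the chromosomes' length lies that close to a gene end. Every LN-35 library was above every LNCaP library, and the difference of 12.8 percentage points was larger than the pooled SD between replicates of 3.32. Summits inside genes but away from their ends made up 45.7% ± 0.661 (SD, n = 2) in LNCaP and 35.7% ± 2.64 (SD, n = 2) in LN-35. The setting that moved the difference most was a score of at least 10, which gave 17.4 points. It was 8.84 points with equal numbers of summits, with 38.1% and 38.5% in LNCaP and 47.3% and 47.0% in LN-35. Among the regions, 39.8% of the LN-35-specific, 19.8% of the LNCaP-specific and 49.9% of the shared regions lay near a gene end. The odds of lying near a gene end were higher for LN-35-specific than for LNCaP-specific regions (odds ratio 2.68, 95% confidence interval 2.53 to 2.84, two-sided Fisher's exact test on region counts, p = 1.28e-230). They were lower for LN-35-specific than for shared regions (odds ratio 0.664, 95% confidence interval 0.627 to 0.703, two-sided Fisher's exact test, p = 7.75e-46). Regions are not replicates, so these tests compare the region sets and not the cell types.

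**Figure D2:**
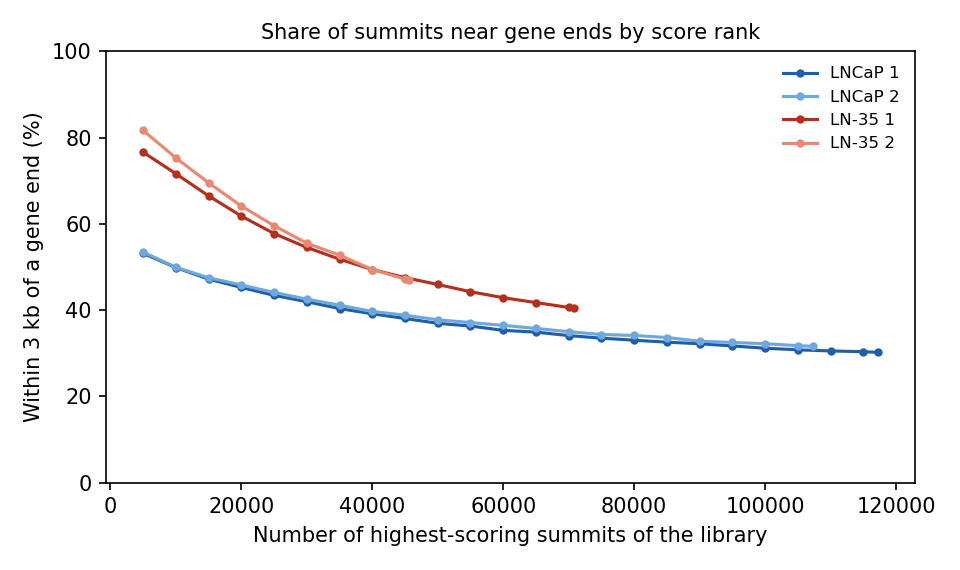
Percent of summits within 3 kb of a gene end (vertical axis) among the highest-scoring summits of each library, against the number of summits taken (horizontal axis), with 1 line per library. Among the 5000 highest-scoring summits the share was 53.2% and 53.5% in the LNCaP libraries and 76.6% and 81.7% in the LN-35 libraries.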

Compared to the LNCaP cells, LN-35 subline exhibited significant alterations in chromatin accessibility, with a notable enrichment of these changes occurring in promoter regions—a process potentially mediated by dynamic histone modifications (Fig. 2B, C). 

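Differential accessibility could not be tested from summit lists, so the ATAC-seq part is given as the presence or absence of regions in LNCaP and LN-35. Of the regions that were shared or specific, 59.8% were specific to 1 of the cell types. Strong regions were examined separately, since weak ones can be missed in a library with fewer summits. Of the regions whose summit was in the highest-scoring 10% of LNCaP replicate 1, 0.307% were absent from LNCaP replicate 2 (95% Wilson interval 0.222% to 0.425%), whereas 17.8% (17.1% to 18.5%) were absent from LN-35 replicate 1 and 25.2% (24.4% to 26.0%) from LN-35 replicate 2. For LNCaP replicate 2 these shares were 0.326%, 16.7% and 24.5%. Of the regions in the highest-scoring 10% of LN-35 replicate 1, 0.353% were absent from LN-35 replicate 2, and 3.10% and 3.37% from the LNCaP libraries. For LN-35 replicate 2 the shares were 0.197%, 1.40% and 1.64%. The intervals cover counting error only.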

Throughout the different stages of resistance, we identified a large number of differentially expressed genes (DEGs) and differentially accessible peaks (DAPs) between each resistant cell line and the LNCaP cells (Fig. 2D). We calculated the Pearson correlation coefficients between the transcriptional and chromatin patterns of each cluster to determine if these alterations follow coordinated regulatory trends. The results revealed a strong positive correlation between the dynamic changes in chromatin accessibility and the corresponding transcriptional changes across all resistance stages (Fig. 2E, Supplementary Fig. 2A). Our previous results demonstrated lineage plasticity in the resistant cells, characterized by the downregulation of AR signaling and upregulation of NE signaling. We therefore sought to determine whether chromatin accessibility peaks at the Transcription Start Sites (TSSs) of relevant signaling pathways exhibited corresponding alterations. 

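TMPRSS2, which encodes a serine protease, lies on chromosome 21 of GRCh38 from 41464305 to 41508158. In Fig. 2F it is drawn as transcribed toward lower coordinates, so its 5′ end is the higher coordinate. The summit closest to that end scored 15.4 and 8.34 in the LNCaP libraries, at percentiles 61.0 and 40.7, and 20.8 and 5.41 in the LN-35 libraries, at percentiles 58.5 and 24.9. In LN-35 replicate 2 a stronger summit, 789 bp inside the gene, was at percentile 36.2. The strongest summit near a gene end thus changed by -3.47 percentile points from LNCaP to LN-35, which was within the pooled SD between replicates of 15.1. Its change lay between -14.6 and 7.68 points in the 4 fits that each left out 1 library, so the sign was not stable. Over the whole gene with 3 kb on either side there were 9 and 8 summits in the LNCaP libraries and 3 in each LN-35 library. A summit inside the gene, between 6929 and 6949 bp from that end and singled out after its values were seen, was at percentiles 76.9 and 73.7 in LNCaP and 53.04 and 43.4 in LN-35, a change of -27.1 points against a pooled SD of 5.07. Cutting every list to equal numbers of summits removes weak summits from the longer LNCaP lists and moved protein-coding genes by a median of 10.7 points toward LN-35, against -0.44 with all summits, so changes in that setting are given beside the median of genes with a similar mean percentile. For TMPRSS2 this was 35.9 points against 33.8, at percentile 52.4 of the similar genes, with 50.2 when all summits were used. The summit inside TMPRSS2 changed by -4.08 points in that setting, where one with the same percentile in all 4 libraries would change by 45.3. SYP, which encodes synaptophysin, lies on chromosome X from 49187815 to 49200193 and is drawn in the same orientation. The summit at its 5′ end scored 20.8 and 16.0 in LNCaP and 56.4 and 28.6 in LN-35, at percentiles 71.2 and 67.7 against 85.2 and 79.1. The change of 12.7 points was larger than the pooled SD of 3.53, and with equal numbers of summits it was 53.02 points against 28.4 for similar genes, at percentile 87.3 of these in both settings. With equal numbers, the shared regions near gene ends on chromosome X rose by 16.0 and 11.6 points in replicate numbers 1 and 2. The medians over 23 chromosomes were 8.18 and 9.45, so a change of the whole chromosome was not separated from one at SYP. ENO2, which encodes neuron-specific enolase, lies on chromosome 12 from 6914580 to 6923697 and is drawn as transcribed toward higher coordinates. The summit at its 5′ end scored 23.4 and 26.5 in LNCaP and 61.8 and 26.2 in LN-35, at percentiles 74.9 and 84.2 against 87.2 and 76.7, so the cell types overlapped. The strongest summit near either end of ENO2 changed by 0.58 points, within the pooled SD of 5.99, and by 24.6 points with equal numbers of summits, against 20.8 for similar genes. In percentiles among the regions shared by the 4 libraries, a setting added after seeing the data, it was at 49.4 and 63.0 in LNCaP and 73.3 and 68.7 in LN-35, a change of 14.8 points against 12.1 for similar genes. Both of these settings thus placed every LN-35 library above every LNCaP library, at percentiles 58.4 and 57.7 of the changes of similar genes. Without LN-35 replicate 1 the change at ENO2 was -4.72 points.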

Our data revealed a decreasing chromatin accessibility at the TMPRSS2 in LN-35 cells, concurrent with increasing trends at the SYP and ENO2 TSSs (Fig. 2F). This finding further supported the dynamic coordination between chromatin alterations and transcriptomic changes. Given that alterations in chromatin accessibility may be mediated by changes in histone modifications, we subsequently analyzed the CUT&Tag data for three common histone modifications. We observed that none of the three common histone modifications investigated perfectly aligned with the alterations in the AR and NE axes (Fig. 2F). Further comparison of the heatmaps revealed that the H3K27me3 profile showed the strongest correlation with trends in chromatin accessibility, characterized by a significant depletion of H3K27me3 in the open chromatin regions of LN-35 cells (Fig. 2G, Supplementary Fig. 2B). To investigate the global changes of H3K27me3, we analyzed the differences in its binding peaks. The heatmap results showed that LN-35 cells have fewer binding peaks compared to LNCaP cells (Supplementary Fig. 2C). Western blotting confirmed this finding, showing decrease in H3K27me3 protein levels in LN-35 cells compared to LNCaP cells (Supplementary Fig. 2D). Collectively, these results indicate that during the development of enzalutamide resistance, changes in chromatin accessibility are dynamically orchestrated with transcriptional reprogramming. This critical process may be regulated by multiple factors, but is primarily mediated by alterations in H3K27me3 modification.

**Fig. 2:**
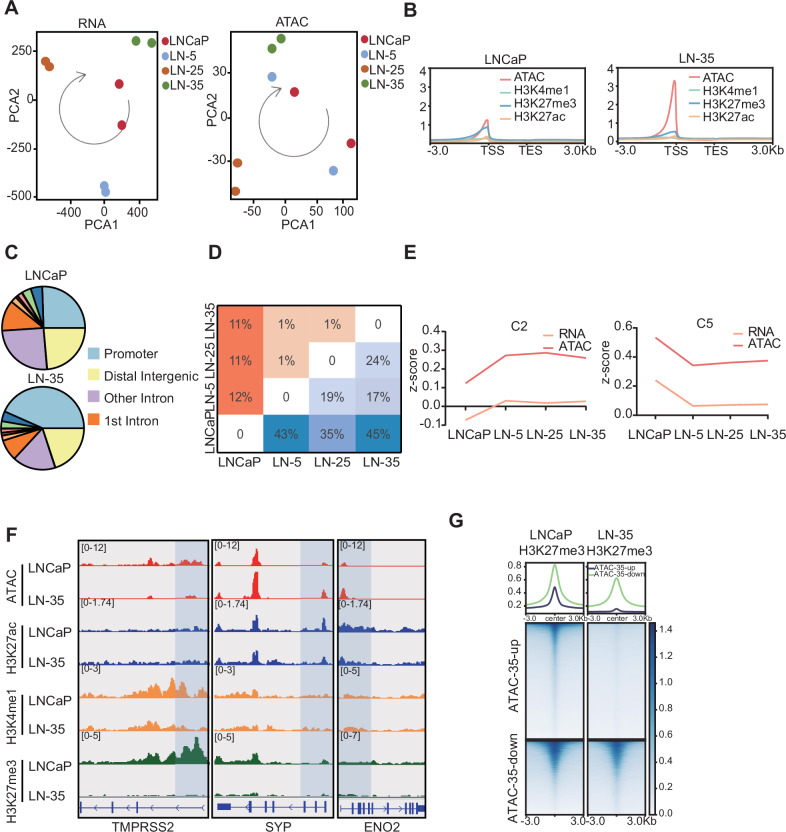
Coordinated epigenomic and transcriptomic remodeling during enzalutamide resistance. **A** PCA of RNA-seq and ATAC-seq data from LNCaP and resistant cells. **B** Aggregate profiles of histone modifications and chromatin accessibility across gene bodies (from TSS to TES) in LNCaP and LN-35 cells. **C** Genomic distribution of ATAC-seq peaks across different functional regions. **D** Numbers of differentially expressed genes and differentially accessible peaks in resistant cell lines compared to parental LNCaP cells. **E** Correlation analysis between transcriptomic changes and alterations in chromatin accessibility. **F** Chromatin accessibility track and histone modification signals track at the genomic loci of *TMPRSS2* and NE genes. **G** Heatmap of H3K27me3 in LNCaP versus LN-35 cells.

### Aberrant SMARCA4 activation facilitates prostate cancer malignancy

To investigate the molecular drivers of enzalutamide resistance, we performed Ingenuity Pathway Analysis (IPA) on our transcriptomic data. The results strongly indicated that the chromatin remodeling factor SMARCA4 plays a critical role in the resistance process (Fig. 3A). This finding was consistent with our prior analysis, which identified SMARCA4 as a key enriched transcription factor in the LN-35 subline (Fig. 1K). To establish the clinical relevance of SMARCA4, we analyzed public databases. Data from The Human Protein Atlas (HPA) revealed a higher expression level of SMARCA4 in NEPC compared to normal tissue (Fig. 3B). Furthermore, analysis of The Cancer Genome Atlas (TCGA) data demonstrated that high SMARCA4 expression was significantly associated with a worse prognosis in prostate cancer patients (Fig. 3C). We subsequently validated these findings in our cellular models. Both mRNA and protein levels of SMARCA4 were found to be markedly elevated in the LN-35 and LASCPC-01 cells when compared to the LNCaP cells (Fig. 3D, E). Furthermore, we observed increased chromatin accessibility concurrent with a decrease in H3K27me3 peaks in LN-35 cells relative to LNCaP cells (Fig. 3F). These results are consistent with our prior data and collectively suggest that the activation of SMARCA4 may be a key factor promoting enzalutamide resistance. 

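SMARCA4 lies on chromosome 19 of GRCh38 from 10961030 to 11062273 and is drawn in Fig. 3F as transcribed toward higher coordinates. The ATAC-seq summit at its 5′ end was 274 bp and 587 bp below the gene's start in the LNCaP libraries and 288 bp and 299 bp below it in the LN-35 libraries. It scored 12.7 and 11.0 in LNCaP, at percentiles 53.8 and 53.02, and 48.8 and 17.0 in LN-35, at percentiles 81.5 and 64.2. The strongest summit near either end of the gene, which in LNCaP lay at the higher-coordinate end, rose by 15.2 percentile points, against a pooled SD between replicates of 8.79, and by 65.8 points with equal numbers of summits, a setting that moves protein-coding genes of a similar mean percentile by a median of 42.9 points. It lay at percentile 79.2 of these genes with all summits and at 86.2 with equal numbers. LN-35 replicate 1 carried much of this rise, which was 6.55 points without it. Inside the gene, the summit about 75 kb from the start moved the other way, from percentiles 99.0 and 98.7 in LNCaP to 74.3 and 65.7 in LN-35. There were 8 and 10 summits over the gene with 3 kb on either side in LNCaP, and 6 and 5 in LN-35. With equal numbers of summits, shared regions near gene ends on chromosome 19 changed by 8.18 and 8.75 points in replicate numbers 1 and 2. The medians over 23 chromosomes were 8.18 and 9.45. Away from gene ends they rose by 5.14 and 2.37 points, against medians of -3.24 and -2.99, so a change of the whole chromosome stays open. The H3K27me3 part was not analysed here.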

To confirm its functional significance in malignant progression, we utilized SMARCA4 knockdown, which resulted in a suppression of key oncogenic phenotypes. EdU and CCK-8 assays revealed significantly reduced proliferation (Fig. 3G, Supplementary Fig. 3A), while Transwell and wound healing assays evidenced impaired cellular migration and invasion (Fig. 3H, Supplementary Fig. 3B). Furthermore, recognizing the frequent association between neuroendocrine progression and anti-apoptotic activity [22], flow cytometric analysis confirmed that SMARCA4 knockdown increased the proportion of apoptotic LN-35 cells (Supplementary Fig. 3C). Crucially, these findings translated into a therapeutic effect in vivo, where SMARCA4 knockdown led to a significant reduction in tumor volume in mouse models compared to controls (Fig. 3I–K).

**Fig. 3:**
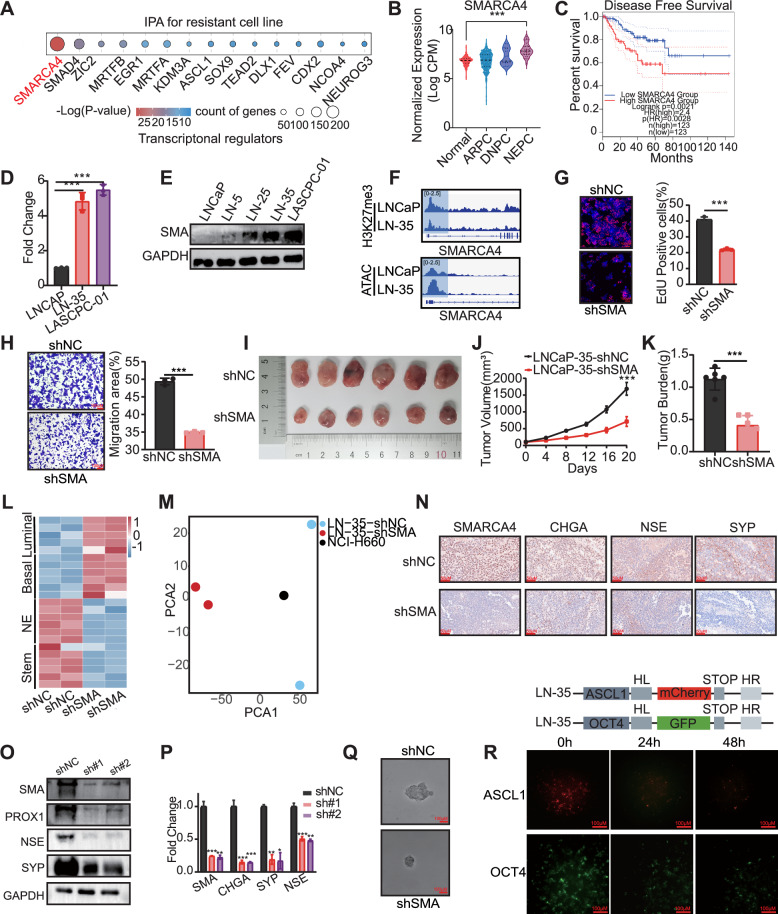
Aberrant SMARCA4 activation drives prostate cancer progression and neuroendocrine differentiation. **A** Results of IPA based on the transcriptome of LN-35 cells. **B** SMARCA4 expression across human prostate cancer subtypes (Data source: The Human Protein Atlas). **C** DFS analysis of prostate cancer patients in the TCGA cohort stratified by SMARCA4 expression. SMARCA4 expression at the mRNA (**D**) and protein (**E**) levels in LNCaP, resistant cells, and LASCPC-01 cells. **F** Chromatin accessibility and H3K27me3 enrichment at the SMARCA4 TSS in LNCaP versus LN-35 cells. **G** Representative EdU staining images (left) and quantification (right) of LN-35 cells following SMARCA4 knockdown. Nuclei were counterstained with DAPI (blue), and proliferating cells were labeled with EdU (red). **H** Representative images (left) and quantification (right) of Transwell assay in SMARCA4-knockdown LN-35 cells. Representative images of xenograft tumors (**I**), tumor growth curves (**J**), and final tumor weights (**K**) derived from LN-35 cells expressing control (shNC) or SMARCA4-targeting (shSMARCA4) shRNAs (*n* = 6 per group). **L** Heatmap of differentially expressed signaling pathway genes in LNCaP-35 cells after SMARCA4 knockdown. **M** Principal component analysis (PCA) of transcriptomic profiles from LN-35, SMARCA4-knockdown LN-35, and NCI-H660 cells. **N** Immunohistochemical (IHC) staining of neuroendocrine markers in xenograft tumors derived from shNC and shSMARCA4 groups harvested at day 20. Expression levels of neuroendocrine markers (Protein **O**, mRNA **P**) in xenograft tumors from shNC and shSMARCA4 groups. **Q** Representative images of tumor sphere formation in control versus SMARCA4-knockdown LN-35 cells. **R** Time-course monitoring of fluorescence intensity for ASCL1 (red) and OCT4 (green) knock-in reporters in LN-35 cells following SMARCA4 knockdown. (*p < 0.05, **p < 0.01, ***p < 0.001).

To elucidate the potential role of SMARCA4 in Neuroendocrine Transdifferentiation, we initially utilized data from GSE77930 to analyze the correlation between SMARCA4 mRNA expression and that of classical neuroendocrine markers [6]. This analysis revealed a robust positive correlation, suggesting a coordinated regulatory relationship. Furthermore, single-cell RNA sequencing data from GSE264573 and GSE246155, derived from human NEPC samples, corroborated these findings by demonstrating significant enrichment of SMARCA4 and classical neuroendocrine markers in NEPC [23, 24].(Supplementary Fig. 3D–G). Subsequently, we observed SMARCA4 knockdown in LN-35 cells resulted in a significant shift in lineage marker expression: markers associated with Luminal and Basal signaling were increased, while markers characteristic of NE-Like and Stem-Like signaling were decreased (Fig. 3L). The magnitude of this lineage reversal was further highlighted by Principal Component Analysis (PCA), which showed a distinct separation between SMARCA4-knockdown LN-35 cells and NCI-H660 cells (Fig. 3M). The pivotal role of SMARCA4 in driving the NE phenotype was definitively validated through both in vitro and in vivo functional assays. Upon SMARCA4 knockdown, we observed a consistent decreasing trend in both the mRNA and protein levels of classical neuroendocrine (NE) markers (Fig. 3O, P, Supplementary Fig. 3H, I). These results were further confirmed by Immunohistochemistry (IHC), which revealed a significant reduction in the expression of key NE markers in the tumors following SMARCA4 knockdown (Fig. 3N). Additionally, given the close link between NE and stemness, we assessed the cellular stemness capacity. The sphere formation assay demonstrated a significant reduction in the sphere-forming ability of the drug-resistant cells after SMARCA4 knockdown (Fig. 3Q, Supplementary Fig. 3J). To dynamically track the impact of SMARCA4 on lineage plasticity, we engineered LN-35 cells by introducing fluorescent reporters upstream of the terminators for ASCL1 and OCT4. Following SMARCA4 silencing, we observed a gradual decrease in the corresponding fluorescence intensity over time (Fig. 3R). In parallel, pathway enrichment analysis of the transcriptome upregulated following SMARCA4 knockdown revealed a significant enrichment of multiple pathways related to DNA damage repair (DDR) (Supplementary Fig. 3K). This suggests that the pro-survival functions of SMARCA4 extend to regulating genome integrity pathways. In summary, chromatin remodeler SMARCA4 as a critical driver underlying both malignant progression and neuroendocrine transformation in enzalutamide-resistant prostate cancer cells.

### SMARCA4 drives neuroendocrine transformation through upregulating PROX1

To mechanistically connect SMARCA4 to the observed phenotypic changes, we performed an integrated analysis combining our RNA-sequencing (upregulated genes), ATAC-sequencing (motif and footprinting analyses), and the motif of SMARCA4 ChIP-sequencing. This integrative approach collectively identified PROX1 as a compelling potential downstream target (Fig. 4A). Subsequent validation experiments confirmed that PROX1 is progressively upregulated in LN-35 cells, showing increased protein and mRNA expression levels compared to parental cells (Fig. 4B, C). Concurrently, analysis of data from GSE138460 reveals that PROX1 expression is elevated in NEPC compared to CRPC (Fig. 4D). Correspondingly, Chromatin Accessibility data demonstrated an enhanced open chromatin configuration specifically at the transcription start site (TSS) of PROX1 (Fig. 4E). These findings indicate that PROX1 contributes to the development of drug resistance. Moreover, a significantly elevated PROX1 footprint score was observed in LN-35 cells (Fig. 4F), suggesting its heightened functional role as an active transcription factor in the resistant state. 

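PROX1 lies on chromosome 1 of GRCh38 from 213983151 to 214041510 and is drawn in Fig. 4E as transcribed toward higher coordinates. Within 3 kb of either gene end, the LNCaP libraries and LN-35 replicate 2 had no summit, and LN-35 replicate 1 had 1, 41 bp below the gene's start, with a score of 3.49 at percentile 4.81. Just beyond this limit, the LNCaP libraries had a summit 3164 and 3234 bp above the gene's higher-coordinate end, at percentiles 72.3 and 55.3. Neither LN-35 library had a summit at that site. The strongest summit of the gene in each of the 4 libraries lay about 4.8 kb inside it, at positions 213987967 and 213987961 in LNCaP and 213987964 and 213987952 in LN-35. It scored 45.0 and 42.3 in LNCaP and 94.7 and 50.3 in LN-35. Its percentile was 93.2 and 94.9 in LNCaP and 96.1 and 92.9 in LN-35, a change of 0.41 points against a pooled SD between replicates of 1.81. A percentile this close to 100 leaves little room for a rise, so this change does not show that the site was stable. Among equal numbers of summits the percentiles were 82.5 and 88.1 against 93.9 and 92.9, a change of 8.08 points, where a summit with the same percentile in all 4 libraries would change by 6.78 because the longer LNCaP lists are cut more. In percentiles among the shared regions, added after seeing the data, it changed by 7.38 points against 5.84 for such a summit. The gene table gives only the outer ends of a gene and no transcript starts inside it. Whether this summit lies at the start shown in Fig. 4E was therefore not determined.

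**Figure D3:**
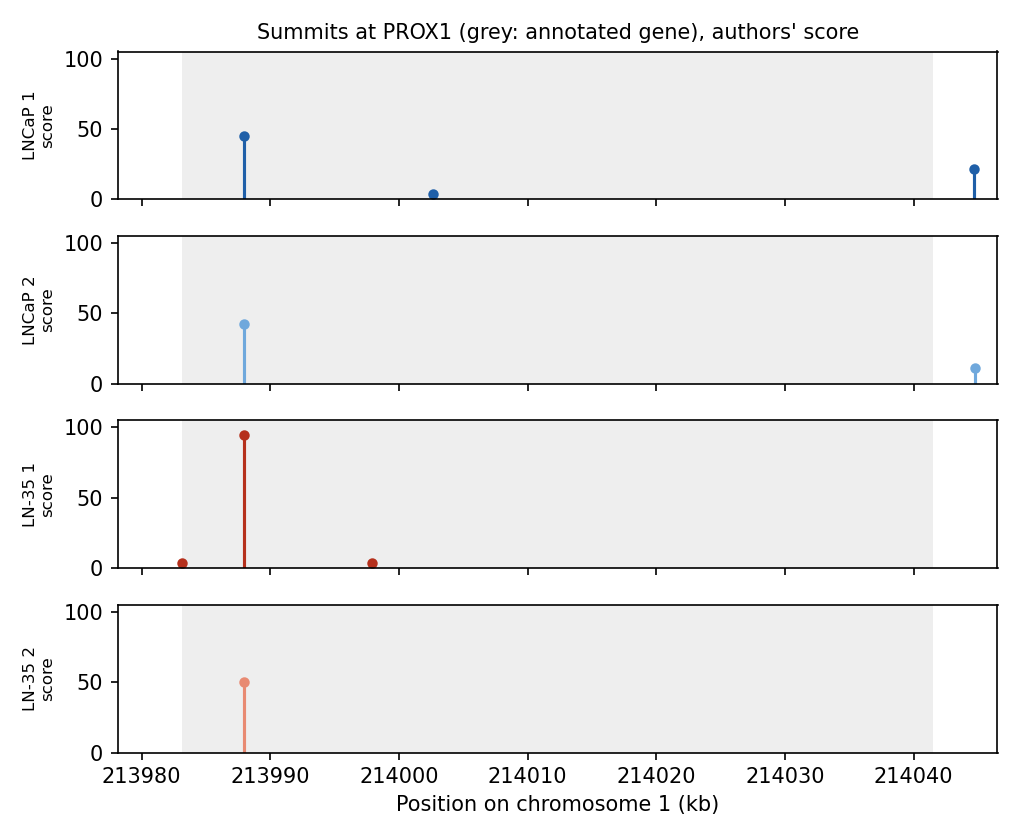
Summits at PROX1 in each library, by position on chromosome 1 (horizontal axis, kb) and the authors' score (vertical axis), with the annotated gene in grey. All 4 libraries had their strongest summit about 4.8 kb inside the gene, with scores of 45.0 and 42.3 in LNCaP and 94.7 and 50.3 in LN-35.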

Notably, we observed that SMARCA4 knockdown in LN-35 cells significantly reduced PROX1 mRNA expression levels (Fig. 4G). Direct binding was confirmed using ChIP-seq analysis, which revealed higher SMARCA4 binding peaks at the PROX1 locus in LN-35 cells (Fig. 4H). Furthermore, analysis of public databases revealed a positive correlation between SMARCA4 and PROX1 (Fig. 4I). To definitively validate the physical association, Co-Immunoprecipitation (Co-IP) assays were performed, which confirmed a robust interaction between the SMARCA4 and PROX1 proteins in LN-35 cells (Fig. 4J). This establishes that SMARCA4 not only transcriptionally regulates PROX1 but also physically associates with its protein product, suggesting they may function within the same complex or pathway. Finally, we assessed the downstream functional role of PROX1. PROX1 knockdown in LN-35 cells significantly impaired the proliferative capacity, as demonstrated by EdU and colony formation assays (Fig. 4K, L). Analogously, Transwell and wound healing assays indicated that the migratory and invasive abilities of the cells were also substantially impaired following PROX1 silencing (Fig. 4M, N).

**Fig. 4:**
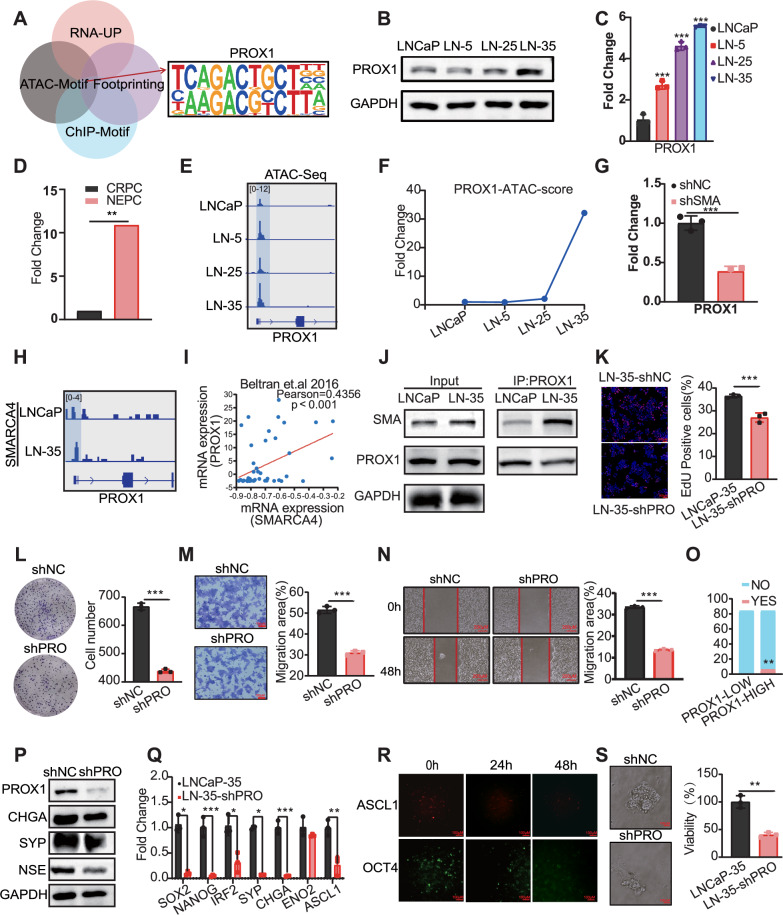
SMARCA4 promotes increased chromatin accessibility at the PROX1 locus. **A** Integrated multi-omics analysis reveals potential downstream targets of SMARCA4. Protein (**B**) and mRNA (**C**) expression levels of PROX1 in LNCaP and resistant cells. **D** Comparison of PROX1 mRNA expression between CRPC and NEPC in the GSE138460 dataset. **E** Chromatin accessibility at the PROX1 TSS in LNCaP versus resistant cells. **F** Transcription factor footprinting scores for PROX1 derived from ATAC-seq data. **G** PROX1 mRNA expression in LN-35 cells following SMARCA4 knockdown. **H** Representative ChIP-seq tracks showing SMARCA4 binding at the PROX1 tss in LNCaP versus LN-35 cells. **I** Correlation analysis between SMARCA4 and PROX1 mRNA expression in the GSE77930 dataset. **J** Protein interaction between SMARCA4 and PROX1 detected by CO-IP. **K** Representative EdU staining images (left) and quantification (right) of LNCaP-35 cells following PROX1 knockdown. Nuclei were counterstained with DAPI (blue), and proliferating cells were labeled with EdU (red). **L** Representative images and quantification of colony formation in LN-35 cells following PROX1 knockdown, cultured for 10 days. **M** Representative images of Transwell assay in PROX1-knockdown LN-35 cells and quantification of the relative number of migrated cells normalized to the control group (set as 100%). **N** Wound healing assay in LN-35 cells after PROX1 knockdown, showing representative images at 0 and 48 hours and quantification of wound closure rate. **O** Proportion of patients exhibiting neuroendocrine (NE) features in the SU2C cohort, stratified by high versus low PROX1 expression. Protein (**P**) and mRNA (**Q**) expression levels of neuroendocrine markers in LNCaP-35 cells following PROX1 knockdown. **R** Time-course monitoring of ASCL1 (red) and OCT4 (green) reporter fluorescence in LN-35 cells following PROX1 knockdown over 48 hours. **S** Representative images and quantification of tumor sphere size in control versus PROX1-knockdown LN-35 cells. (*p < 0.05, **p < 0.01, ***p < 0.001).

Building upon the established role of SMARCA4 in promoting neuroendocrine transdifferentiation, we investigated whether PROX1 similarly influences this process. Human NEPC single-cell RNA sequencing data from GSE264573 and GSE246155 revealed the enrichment of PROX1 in NEPC (Supplementary Fig. 4A, B). Clinical relevance was supported by analysis of SU2C patient data, demonstrating that high PROX1 expression significantly correlates with a propensity to develop neuroendocrine features (Fig. 4O). Functionally, PROX1 knockdown in LN-35 cells directly impacted the NE phenotype, leading to a decrease in both protein and mRNA levels of neuroendocrine markers (Fig. 4P, Q). Further dynamic evidence was gathered using our engineered ASCL1 and OCT4 fluorescence knock-in cells, where PROX1 silencing resulted in a progressively diminished fluorescence intensity over time (Fig. 4R), confirming its necessity for maintaining the neuroendocrine transdifferentiation. Furthermore, sphere formation assays showed that PROX1 knockdown significantly reduced the sphere-forming capacity (Fig. 4S), indicating its crucial role in maintaining cancer stemness associated with NET. In summary, these data establish that the aberrant activation of the chromatin remodeler SMARCA4 promotes malignant tumor progression and neuroendocrine transformation by directly binding to and upregulating the expression of the critical effector PROX1.

### SMARCA4 facilitates tumor progression through augmenting PROX1 histone acetylation

To delineate the mechanism by which SMARCA4 promotes PROX1 expression and mediates its oncogenic function, we examined histone modification patterns at the PROX1 locus. This analysis identified significant differences in the active histone mark H3K27ac (Fig. 5A). Western blot results similarly showed that H3K27ac levels were higher in LN-35 cells compared to LNCaP cells (Fig. 5B). Crucially, SMARCA4 knockdown in LN-35 cells resulted in a reduction in H3K27ac levels (Fig. 5C). This evidence suggests that SMARCA4 enhances H3K27ac modification, thereby promoting PROX1 transcription, which ultimately drives tumor progression. To validate this epigenetic mechanism, we examined the effect of the histone deacetylase inhibitor (HDACi) entinostat. Western blot analysis showed that while SMARCA4 knockdown reduced the expression levels of both PROX1 and neuroendocrine markers, the subsequent addition of HDACi effectively reversed this effect (Fig. 5D). These findings confirm that SMARCA4 promotes PROX1 expression by enhancing the active histone mark H3K27ac at its locus. To functionally validate this result, we performed rescue experiments focusing on key oncogenic phenotypes. SMARCA4 knockdown significantly suppressed cellular proliferation in LN-35 cells, as measured by CCK-8 and EdU assays. While HDACi treatment restored the proliferative ability of LN-35-shSMARCA4 cells. Notably, PROX1 overexpression following SMARCA4 knockdown similarly rescued the proliferative capacity, achieving restoration levels comparable to those achieved with HDACi treatment (Fig. 5E, F). Transwell and Wound Healing assays demonstrated that the impaired migratory and invasive capabilities resulting from SMARCA4 silencing were similarly restored by both HDACi treatment and PROX1 overexpression (Fig. 5G, H). Furthermore, Sphere Formation assays confirmed that both the HDACi and PROX1 overexpression could effectively rescue the cancer stemness properties suppressed by SMARCA4 knockdown (Fig. 5I). These results collectively demonstrate that SMARCA4 knockdown suppresses PROX1 expression and function by reducing H3K27ac modification at the PROX1 locus.

**Fig. 5:**
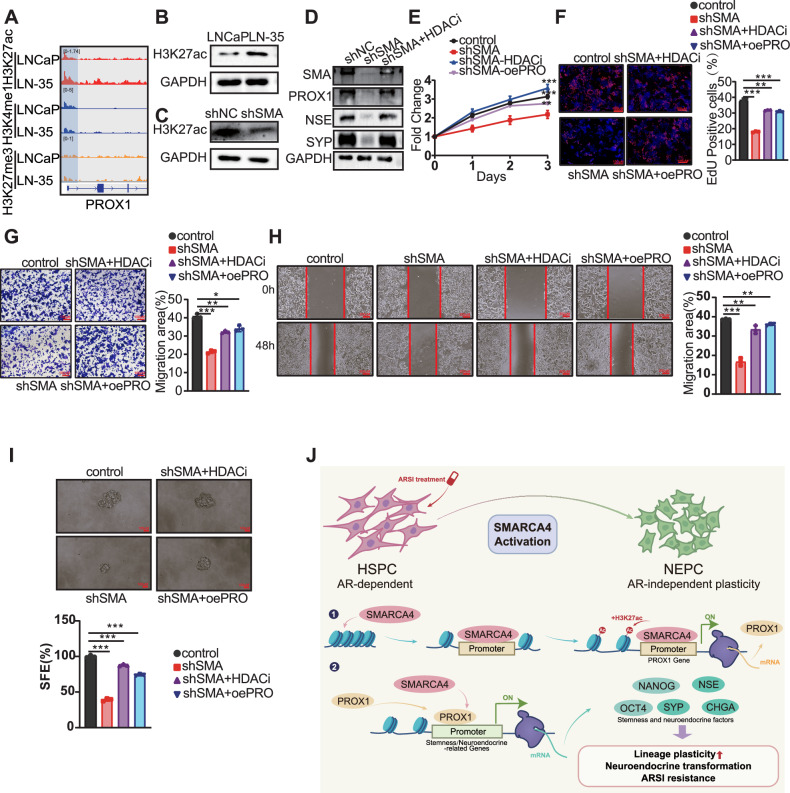
SMARCA4 promotes tumor progression by enhancing histone acetylation at the PROX1 locus. **A** Genome browser tracks showing histone modifications at the PROX1 locus in LNCaP and LN-35 cells. **B** Western blot analysis of global H3K27ac levels in LNCaP cells and LNCaP-35 cells. **C** Western blot analysis of global H3K27ac levels in LNCaP-35 cells following SMARCA4 knockdown. **D** Western blot analysis of PROX1 and NE markers in resistant cells subjected to SMARCA4 knockdown alone or in combination with the HDAC inhibitor entinostat. **E** Proliferation kinetics of LN-35 cells assessed by CCK-8 assay over a 4-day course (Days 0–3). Experimental conditions included: control, SMARCA4 knockdown, SMARCA4 knockdown combined with HDACi, and SMARCA4 knockdown combined with PROX1 overexpression. **F** Representative EdU staining images (left) and quantification of the percentage of EdU-positive cells (right) in LN-35 cells under the indicated conditions. **G** Representative images of Transwell assays (left) and quantification of the relative number of migrated cells (right) under the indicated conditions. Data are normalized to the control group (set as 100%). **H** Wound healing assay of LN-35 cells under the indicated conditions. Left: Representative images acquired at 0 and 48 hours. Right: Quantification of the wound closure rate, calculated as the ratio of migration distance at 48 hours to the initial wound width. **I** Representative images (left) and quantification (right) of tumor sphere formation in LN-35 cells under the indicated conditions. **J** Schematic illustration of the proposed working model depicting the role of SMARCA4 in driving enzalutamide resistance. (*p < 0.05, **p < 0.01, ***p < 0.001).

## Discussion

Despite the foundational role of androgen receptor (AR) targeting in prostate cancer therapy, the widespread use of second-generation androgen deprivation therapy (ADT) is frequently compromised by resistance driven by lineage plasticity, specifically the transition to neuroendocrine prostate cancer (NEPC) [25–28]. Our research elucidates this resistance evolution as a dynamic, multi-stage process—progressing from androgen dependence through early resistance mechanisms to ultimately activate neuroendocrine-related pathways. Focusing on this neuroendocrine transformation stage, we identified the chromatin remodeler SMARCA4 as a core driver of lineage plasticity. Mechanistically, SMARCA4 enhances this plasticity and confers NE characteristics by increasing H3K27ac levels of PROX1 to facilitate its chromatin accessibility, thereby upregulating the oncogenic effector PROX1 (Fig. 5J). Functionally, both in vitro and in vivo experiments demonstrated that SMARCA4 knockdown effectively suppresses malignant tumor progression and blocks the neuroendocrine transformation process. Collectively, our findings establish the SMARCA4/H3K27ac/PROX1 axis as a central regulatory mechanism underlying enzalutamide resistance and malignant progression, validating SMARCA4 as a highly promising therapeutic target for treating NEPC-driven refractory prostate tumors.

We simulated the process of resistance by constructing gradient-resistant cell lines and subjecting them to integrated multi-omics analysis. Firstly, transcriptome analysis revealed dynamic changes in cells during enzalutamide resistance, where the essential transcription factors varied across different stages. However, neuroendocrine (NE) alterations persisted throughout the entire resistance process, with a significant enrichment of the NE pathway, particularly in the terminal stage. This aligns with previous literature suggesting that prostate cancer cells undergo NE transdifferentiation under drug selection pressure, due to the epigenomic reprogramming of the pioneer factor FOXA1 [29]. Concurrently, chromatin remodeling-associated transcription factors played a crucial role in the terminal resistance stage. Changes in chromatin accessibility mirrored the transcriptome shifts: the expression of AR-axis signature genes and their corresponding chromatin openness were both reduced in resistant cells, while the expression of NE and stemness signaling pathways increased alongside enhanced chromatin accessibility peaks. This indicates that alterations in chromatin accessibility correspond to the overall trend of changes in resistant cells. Consistent with existing research, prior literature demonstrated that activated PAX6 signaling reprograms chromatin accessibility via the MET/STAT5A axis, thereby enhancing lineage plasticity and conferring a NE phenotype to tumors, ultimately resulting in treatment resistance in prostate cancer [30]. Furthermore, Zeb1 has been shown to upregulate histone lactylation signals, leading to enhanced corresponding chromatin accessibility, thus promoting lineage plasticity and NE differentiation in prostate cancer cells [31].

Our investigation revealed that the chromatin remodeler SMARCA4 is significantly upregulated during enzalutamide treatment-induced neuroendocrine transformation. Both Pathway enrichment analysis and IPA results consistently highlighted SMARCA4’s critical role in this process. Supporting these cellular findings, analysis of public databases further validated the association between higher SMARCA4 expression and poor patient prognosis in NEPC. Moreover, IGV visualization demonstrated specific alterations at the SMARCA4 locus, including increased chromatin accessibility and reduced repressive H3K27me3 modification. These epigenetic alterations align perfectly with the overall adaptive trajectory observed during the development of drug resistance. Furthermore, comprehensive in vitro and in vivo experiments confirmed that aberrant SMARCA4 activation promotes malignant tumor progression and facilitates neuroendocrine transformation in prostate cancer. While SMARCA4 is clearly correlated with neuroendocrine tumors, its functional role is context-dependent across different cancer types. For instance, in small cell lung cancer, SMARCA4 promotes tumor progression by directly binding to and regulating classical neuroendocrine markers such as ASCL1 to maintain the NE state [32]. Conversely, in gastrointestinal cancers, SMARCA4 can act as a tumor suppressor, with reported SMARCA4-deficient cases showing positive immunohistochemical staining for NE markers like Syn, CgA, and CD56 [33]. Therefore, given the literature demonstrating SMARCA4’s dichotomous role, elucidating the precise lineage-specific mechanism of SMARCA4 in neuroendocrine prostate cancer holds significant clinical implications for developing targeted therapies against treatment-resistant disease.

To fully dissect the functional mechanism of SMARCA4 in NEPC, we employed integrated multi-omics analysis to screen for its potential regulatory targets and identified PROX1 as a critical downstream candidate mediating tumor progression. Our initial screen revealed that PROX1 exhibits elevated expression in drug-resistant cells, concurrent with progressively enhanced chromatin accessibility at its locus. Consistent with its known function as a transcription factor, footprinting analysis confirmed this heightened activity by showing progressively increasing PROX1 footprint scores in resistant cells. Furthermore, in vitro experiments validated that PROX1 actively promotes malignant progression and neuroendocrine transformation, strongly suggesting its essential role in mediating acquired drug resistance. Crucially, protein-protein interaction studies and other relevant experiments established that PROX1 functions as a direct downstream target regulated by SMARCA4. Then we determined that SMARCA4 enhances the active histone mark H3K27ac modification at the PROX1 locus, which subsequently increases chromatin accessibility and ultimately promotes the observed lineage plasticity. Existing studies have established PROX1’s involvement in various malignancies, such as glioma, where PROX1 loss is reported to promote the transition of proneural cells to the aggressive mesenchymal subtype [34]. Furthermore, other work suggests that PROX1 downregulation facilitates non-canonical reprogramming [35]. These findings present an apparent contrast to our results, which propose that the aberrant activation of PROX1 enhances lineage plasticity in enzalutamide-resistant prostate cancer. However, considering the vast tumor heterogeneity of transcription factors, this apparent discrepancy likely reflects the functional complexity of PROX1 across different cellular and malignant environments. Our mechanistic findings align with known epigenetic regulatory mechanisms. It has been shown that the SWI/SNF complex (of which SMARCA4 is a core component) can interact with P300 to enhance H3K27ac levels at downstream genes, thereby facilitating the complex’s binding to target gene enhancers [36]. Consistent with this framework, our study reveals that SMARCA4 elevates H3K27ac modification at the PROX1 locus, providing the epigenetic mechanism by which SMARCA4 confers neuroendocrine transformation capability to drug-resistant prostate cancer cells.

Notably, although our study establishes that SMARCA4 activates PROX1 transcription via H3K27ac enrichment, the specific histone acetyltransferase (HAT) responsible for this acetylation remains undefined. While SMARCA4 is known to function in concert with HATs like p300, direct evidence in this specific context is currently lacking. Therefore, identifying SMARCA4 co-factors—potentially through p300/CBP inhibition or protein-protein interaction assays—will be crucial for comprehensively mapping this epigenetic network and represents a primary focus of our future research. The core findings are derived from established drug-resistant cell lines and in vivo mouse models, which allowed us to model the development of enzalutamide resistance. However, a significant limitation is the lack of validation using human clinical specimens. Future work must prioritize the acquisition and analysis of human tissue samples from patients progressing to neuroendocrine prostate cancer (NEPC) to confirm the clinical relevance and generalizability of the SMARCA4 pathway in human disease progression. Drug resistance is a dynamic and evolving process. Our findings clearly delineate SMARCA4’s critical role in the advanced stages of resistance under high drug concentration conditions. However, the specific transcription factors and molecular mechanisms that govern the transition during the early and intermediate resistance phases remain to be fully characterized. A comprehensive temporal analysis to identify these initial drivers will constitute a primary focus for our subsequent investigations.

This study investigated the mechanisms driving enzalutamide resistance using a gradient-resistant cell model series. Our results demonstrated that resistant cells undergo lineage plasticity, characterized by neuroendocrine alterations that persist throughout the resistance progression. Critically, these phenotypic changes were underpinned by epigenetic reprogramming. Of note, we identified the chromatin remodeler SMARCA4 as a central factor; it upregulates the active histone mark H3K27ac at the PROX1 locus. Functionally, this SMARCA4/H3K27ac/PROX1 axis drives malignant progression and confers the neuroendocrine phenotype. Collectively, these findings establish the epigenetic axis driven by SMARCA4 as a crucial vulnerability in therapy-resistant disease, indicating that targeting SMARCA4 represents a promising therapeutic strategy for patients who have developed resistance following enzalutamide treatment.

## Materials and Methods

### Cell culture and establishment

The LNCaP cell line was purchased from Procell Life Science & Technology Co., Ltd. (Wuhan, China). Prior to use, all cell lines were routinely authenticated by STR profiling and screened to be mycoplasma-negative. Cells were maintained at 37 °C in a CO₂ incubator using RPMI-1640 Complete Medium (Procell) supplemented with 1% penicillin/streptomycin (Thermo Fisher Scientific, Massachusetts, USA). To establish enzalutamide-resistant sublines, LNCaP cells were first adapted to grow in RPMI-1640 medium containing charcoal-stripped fetal bovine serum (CS-FBS) to simulate an androgen-deprived environment. Resistance was then induced using a stepwise dose escalation protocol. Treatment began with 5 μM enzalutamide (MedChemExpress, Shanghai, China). After stable growth and passaging for 10 generations at this concentration, the enzalutamide concentration was sequentially increased to 10 μM and continued until the cells demonstrated stable proliferation at a final concentration of 35 μM enzalutamide.

### CCK8

To assess the level of drug resistance, cells were seeded in 96-well plates at a density of 1 × 10^4 cells/well. After 24 hours of adherence, the medium was replaced with culture medium containing various gradient concentrations of enzalutamide. The cells were then cultured for an additional seven days without medium replacement to ensure chronic drug exposure. Cell viability was measured using the CCK-8 assay (APExBIO, K1018, Shenzhen, China). The absorbance at 450 nm was subsequently measured using a microplate reader to calculate the IC₅₀ values.

To assess differences in cell proliferation capacity, cells subjected to various treatments were seeded into four separate 96-well plates (at a density of 1 × 10^4 cells/well. These plates were sequentially analyzed at 24-hour intervals, designated as Day 0, Day 1, Day 2, and Day 3. Cell viability for each plate was determined using the CCK-8 assay. Following the manufacturer’s instructions, 10 μL of CCK-8 reagent was added to the designated plate, and the cells were incubated at 37 °C for 2 hours. The absorbance at 450 nm was then measured using a microplate reader. The resulting absorbance values were used to plot a cell growth curve (line graph) illustrating proliferation over the four-day period.

### EdU proliferation assay

The cell proliferation assay utilized the EdU Flow Cytometry Assay Kit (APExBIO, K1078). Initially, 1 × 10⁴ cells were seeded into individual wells of a 96-well plate. After a 48-hour incubation period, the cells were treated by adding an appropriate volume of 20 μM 2× EdU working solution to the culture medium, followed by a 2-hour incubation at 37 °C. Following the manufacturer’s protocol, the cells were subjected to the Click reaction mixture for 30 minutes. After washing with PBS, cells were counterstained with Hoechst 33342 for 15 minutes to visualize the nuclei. Finally, the stained cells were analyzed using a fluorescence microscope, and the density of EdU-positive cells (indicating proliferating cells) was quantified using ImageJ software.

### Colony formation assay

Cells were seeded at a low density of 1 × 10³ cells per well in 6-well plates to allow for colony formation. The cells were maintained in culture with the medium refreshed every three days. Following a two-week incubation period, the culture medium was aspirated, and gently washed with Phosphate-Buffered Saline (PBS). The colonies were then fixed using 4% paraformaldehyde for 15 minutes and subsequently stained for 20 minutes with 0.1% crystal violet. Finally, the density of the colony-forming cells was quantitatively assessed using ImageJ software.

### ATAC-seq

Cells (1 × 10⁵ cells) were collected and pelleted by centrifugation at 2300 rpm for 5 minutes at 4 °C. Sample preparation was subsequently performed using the Hyperactive ATAC-Seq Library Prep Kit for Illumina (Vazyme, TD711, Nanjing, China). Following lysis, the cells were subjected to the tagmentation reaction using the MIX reaction cocktail from the kit. The resulting fragmented DNA products were isolated via ATAC DNA Extract Beads. Library amplification was then carried out, utilizing the manufacturer’s recommended Library Amplification Reaction Mix, typically consisting of 12 amplification cycles. The amplified libraries were purified using ATAC DNA Clean Beads, and their concentration was precisely determined using the Equalbit 1× dsDNA HS (High Sensitivity) Assay Kit (Vazyme, EQ121). Only qualified libraries proceeded to the downstream sequencing process.

### ChIP-Seq

Sample preparation was performed using the SimpleChIP® Enzymatic Chromatin IP Kit (Cell Signaling Technology, 9003S, Massachusetts, USA). Initially, cells were fixed with formaldehyde. A total of 1 × 10⁵ cells were then collected and pelleted by centrifugation at 600 × *g* for 5 minutes at 4 °C. Following the manufacturer’s protocol, the cells were lysed and treated with prepared buffers. Chromatin was then isolated and fragmented by disrupting nuclear membranes using a non-contact ultrasonic cell disruptor to achieve the desired fragment size. Specific antibodies were added to the fragmented chromatin samples and incubated overnight at 4 °C to immunoprecipitate the target protein-DNA complexes. The complexes were subsequently captured using Protein G Magnetic Beads, and the associated DNA was purified. Finally, the concentration of the purified DNA was quantified using a Qubit 4.0 Fluorometer, and only qualified samples proceeded to downstream sequencing.

### Cut& Tag

Sample preparation was executed using the Hieff NGS® In-Situ DNA Binding Profiling Library Prep Kit for Illumina® V2 (Yeasen, 12597ES, Shanghai, China), which is based on the CUT&Tag methodology. A total of 1 × 10⁵ cells were harvested and pelleted by centrifugation at 600 × *g* for 5 minutes at 4 °C. The cells were then resuspended in 1× Wash Buffer and incubated with ConA Beads for 10 minutes. Next, the target primary antibody was introduced and incubated overnight at 4 °C. Following this, the secondary antibody was added using the prepared secondary antibody buffer, with incubation proceeding at room temperature for 1 hour. Subsequently, Transposase was added and incubated at room temperature for 1 hour, after which it was activated by adding 1× Activating Buffer and incubating at 37 °C. The resulting DNA library was then amplified and purified according to the protocol, typically employing 12 amplification cycles. Finally, the DNA library concentration was precisely quantified using a Qubit 4.0 Fluorometer, and only qualified samples proceeded to downstream sequencing.

### Tumorsphere formation assay

To investigate tumor sphere formation, cells were resuspended in RPMI-1640 medium supplemented with 1:50 B27, 20 ng/mL epidermal growth factor, and 20 ng/mL basic fibroblast growth factor. Subsequently, the cells were plated at a density of 1000 cells per 100 μL into 96-well ultra-low attachment plates (Corning, 3474, New York, USA). The culture was maintained for 10 days, with the addition of 50 μL of fresh medium to each well every 3–4 days. Upon completion of the incubation period, the resulting tumor spheres were photographed under a microscope, and the number and size of the spheres in the different experimental groups were quantitatively analyzed.

### Tumor xenograft experiment

The experimental protocol received approval from the Experimental Animal Care Commission of Ruiye Model Animal Biotechnology Co., Ltd. (Guangzhou, China). Four-week-old male NSFG mice, sourced from Xuzhou Nuohang Institute of Biotechnology Co., Ltd. (Xuzhou, China) were housed at a density of five per cage and underwent a one-week acclimatization period prior to the start of the experiment, during which their health status was carefully monitored. Twelve mice were randomly assigned to either the LNCaP-35 group or the LNCaP-35-shSMARCA4 group, with six mice per group.

For the in vivo tumor growth experiment, LNCaP-35 and LNCaP-35-shSMARCA4 cells were collected and resuspended in a 1:1 mixture of PBS and high-concentration Matrigel (Corning, 354248). A 100 μL suspension (containing 1–2 × 10⁶ cells per injection) was injected into the left flank. Tumor volume was calculated using the formula: V = L × W² / 2. The day when the tumor volume reached 100 mm³ was designated as Day 0 for volume measurements.

### Western blotting

For protein extraction, cells were lysed using RIPA buffer supplemented with protease inhibitors, and total protein concentrations were quantified using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, 23227). Samples were mixed with 5× loading buffer and denatured at 100 °C for 10 minutes. Subsequently, proteins were separated by 10% SDS-PAGE and transferred onto PVDF membranes. The membranes were blocked with 5% bovine serum albumin (BSA) in TBST for 1 hour at room temperature, followed by overnight incubation with primary antibodies at 4 °C. The primary antibodies used included: SMARCA4 (Proteintech, 21634-1-AP, 1:1000, Wuhan, China), PROX1 (Proteintech, 11067-2-AP, 1:5000), CHGA (Proteintech, 60135-2-Ig, 1:5000), NSE (Proteintech, 10149-1-AP, 1:5000), SYP (Proteintech, 17785-1-AP, 1:20000), and GAPDH (Santa Cruz Biotechnology, sc-47724, 1:1000, Texas, USA).

### Co-immunoprecipitation

Co-immunoprecipitation (Co-IP) assays were performed using Protein A/G Magnetic Beads (Selleck, B23201, Texas, USA) following the manufacturer’s instructions. Briefly, cells were harvested and lysed in buffer supplemented with protease inhibitors, followed by incubation on ice for 10 minutes. The lysates were clarified by centrifugation at 14,000 × *g* for 10 minutes at 4 °C. The resulting supernatants were then incubated with specific antibodies and magnetic beads to capture the target protein complexes. After washing the beads to remove non-specifically bound proteins, the immune complexes were eluted by adding 50 µL of 1× SDS-PAGE loading buffer and heating at 95 °C for 5 minutes. The supernatants (eluates) were collected for subsequent Western blot analysis.

### Quantitative real-time PCR

Cells were seeded in 12-well plates and, after 24 hours of adherence, subjected to the indicated treatments. Total RNA was isolated using the EZ-press RNA Purification Kit (EZBioscience, B0004D, Jiangsu, China) according to the manufacturer’s protocol. Subsequently, RNA was reverse-transcribed into cDNA using Hifair® Ⅲ 1st Strand cDNA Synthesis SuperMix (Yeasen, 11141ES60). Quantitative real-time PCR (qRT-PCR) was performed using qPCR SYBR Green Master Mix (Yeasen, 11201ES08). GAPDH served as the internal reference gene, and relative expression levels were calculated using the 2^−ΔΔCt^ method.

### Statistical analysis

All experiments in this study were performed with at least three independent replicates, and data are expressed as the mean ± standard error of the mean. Statistical comparisons between two groups were conducted using a two-tailed Student’s t-test, while comparisons among multiple groups were analyzed by one-way analysis of variance (ANOVA). All statistical analyses were performed using GraphPad Prism software (version 8.0.2 for Windows).

## Supplementary information

Supplementary MATERIAL

Western blot

## Data Availability

Public single-cell data were accessed via GSE264573 and GSE246155. For PROX1 mRNA expression and NCI-H660 cell line analysis, data were retrieved from GSE138460, while datasets for the correlation analysis of SMARCA4, PROX1, and neuroendocrine (NE) markers were sourced from GSE77930. The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database. The RNA-seq, ATAC-seq, and CUT&Tag data are accessible under accession numbers GSE318884, GSE318885, and GSE319070, respectively.

# Supplementary material for: SMARCA4 promotes lineage plasticity and enzalutamide resistance in prostate cancer by regulating PROX1 via H3K27 acetylation
**Source:** Cell Death Discov. 2026 Mar 25;12:175. doi: 10.1038/s41420-026-03068-0
**Supplement:** Supplementary file 1 — Supplementary MATERIAL

**SMARCA4 Promotes Lineage Plasticity and Enzalutamide Resistance in Prostate Cancer by Regulating PROX1 via H3K27 Acetylation**

Chenwei Wu^1,#^, Mayao Luo^2,#^, Chaojian Wu^1^, Yi Yuan^1^, Yadong Li^1^, Yuanpeng Liao^1^, Yifan Zhang^2^, Xin Huang^1,3^, Mengqi Wang^2^, Shidong Lv^2,3,*^, Qiang Wei^1,2,3,*^

^#^ These authors contributed equally to this work

*These authors are co-corresponding authors.

**Supplementary Figure 1**

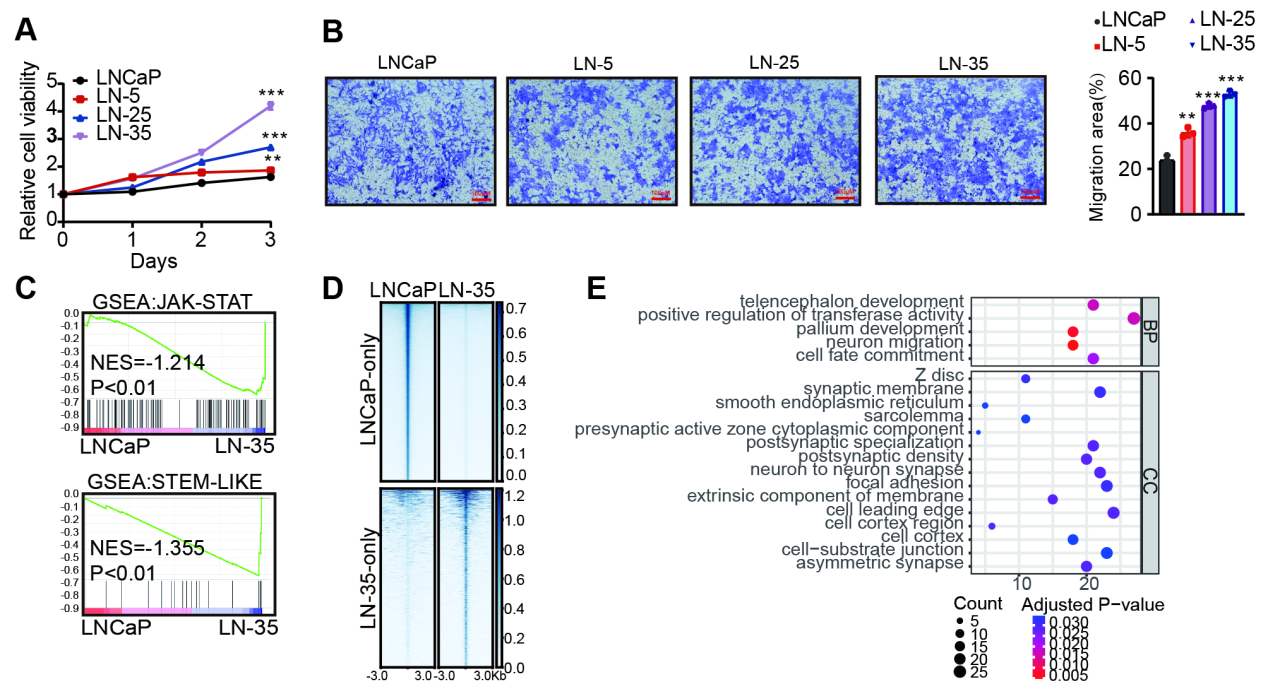

**Supplementary Figure 1.characterization of enzalutamide-resistant prostate cancer cell lines with varying resistance levels. (A)** Comparison of the proliferative capacity of LNCaP and resistant sublines. Cells were seeded at equal densities, and viability was assessed using the CCK-8 assay on Days 0, 1, 2, and 3. Data are presented as relative viability normalized to Day 0 (set as 100%). **(B)** Representative images of the Transwell migration assay and quantification of the percentage of area covered by migrated cells. **(C)** GSEA of transcriptomes from LNCaP versus LN-35 cells. **(D)** Heatmap visualization of ATAC-seq signal intensity across differentially accessible peaks in LNCaP versus LN-35 cells. **(E)** GO enrichment analysis of chromatin regions exhibiting increased accessibility in LN-35 cells. (*p < 0.05, **p < 0.01, ***p < 0.001).

**Supplementary Figure 2**

**Supplementary Figure 2. Epigenetic alterations in drug-resistant cells. (A)** Correlation analysis between transcriptomic changes and alterations in chromatin accessibility. **(B)** Heatmap of H3K4me1 and H3K27ac in LNCaP versus LN-35 cells. **(C)** Comparison of the global H3K27me3 level between LNCaP and LN-35 cells. **(D)** The protein levels of H3K27me3 in LNCaP cells and LN-35 cells.

**Supplementary Figure 3**

**Supplementary Figure 3. SMARCA4 promotes malignant phenotypes in prostate cancer. (A)** Proliferation kinetics of LN-35 cells following SMARCA4 knockdown, assessed by CCK-8 assay over a 4-day period (Days 0–3). Data are presented as fold change relative to Day 0. **(B)** Wound healing assay assessing the migration ability of LN-35 cells following SMARCA4 knockdown. Left: Representative images acquired at 0 and 48 hours. Right: Quantification of the wound closure rate, calculated as the ratio of migration distance at 48 hours to the initial wound width. **(C)** Flow cytometry analysis of apoptotic cells in control and SMARCA4-knockdown LN-35 cells. **(D)** Correlation analysis between SMARCA4 mRNA expression and NE gene in the GSE77930 dataset. **(E,F)** The enrichment of SMARCA4 and neuroendocrine marker expression across NEPC samples in the GSE264573 cohort. **(G)** The Expression of SMARCA4 across NEPC samples in the GSE246155 cohort. **(H,I)** mRNA (H) and protein (I) levels of NE markers in LN-35 cells following SMARCA4 knockdown. **(J)** Quantification of tumor sphere formation in control versus SMARCA4-knockdown LN-35 cells. **(K)** GO enrichment analysis of transcriptomic alterations in SMARCA4-knockdown LN-35 cells. (*p < 0.05, **p < 0.01, ***p < 0.001).

**Supplementary Figure 4.**

**

**

**Supplementary Figure 4. The Expression of PROX1 across NEPC samples.**

**(A,B)** The Expression of PROX1 across NEPC samples in the GSE264573 cohort (A) and in the GSE246155 cohort (B).

# Supplementary material for: SMARCA4 promotes lineage plasticity and enzalutamide resistance in prostate cancer by regulating PROX1 via H3K27 acetylation
**Source:** Cell Death Discov. 2026 Mar 25;12:175. doi: 10.1038/s41420-026-03068-0

# **SMARCA4 Promotes Lineage Plasticity and Enzalutamide Resistance in Prostate Cancer by Regulating PROX1 via H3K27 Acetylation**

Chenwei Wu<sup>1,\*</sup>, Mayao Luo<sup>2,\*</sup>, Chaojian Wu<sup>1</sup>, Yi Yuan<sup>1</sup>, Mengqi Wang<sup>2</sup>, Yadong Li<sup>1</sup>, Yuanpeng Liao<sup>1</sup>, Shidong Lv<sup>2,#</sup>, Qiang Wei<sup>1,2,3,#</sup>

Figure.1

Figure.1J

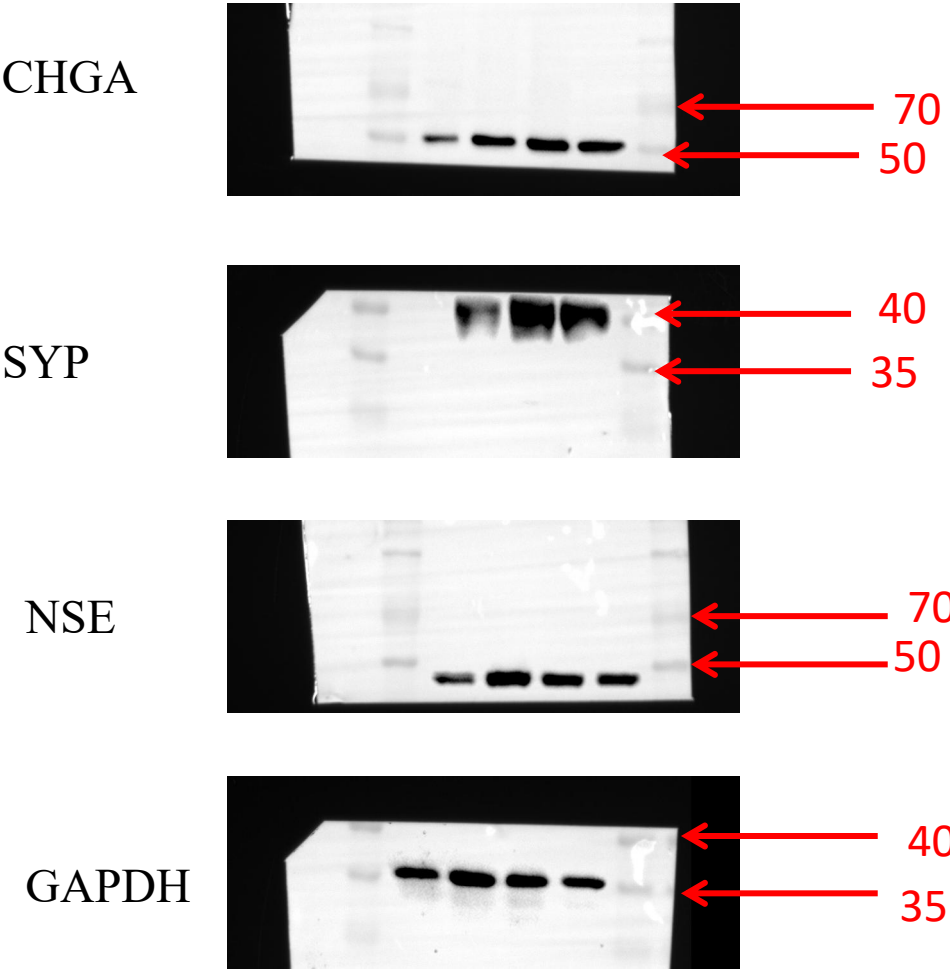

## Supplemental Figure.2

Supplemental Figure.2B

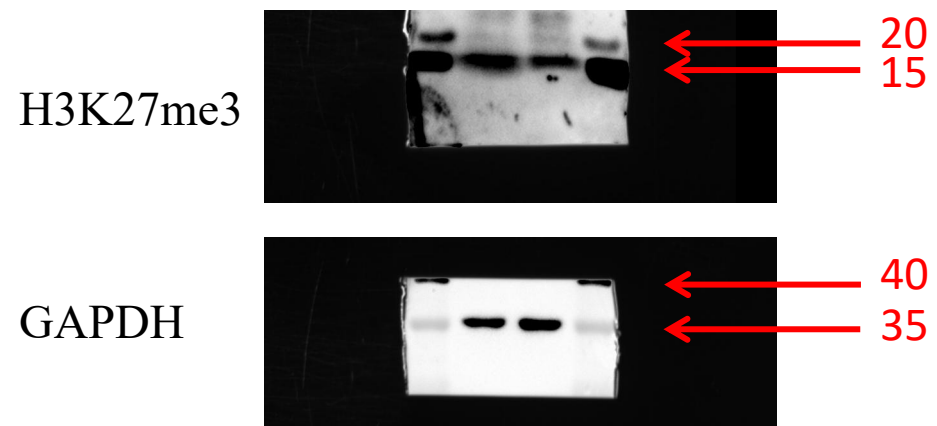

Figure.3

Figure.3E

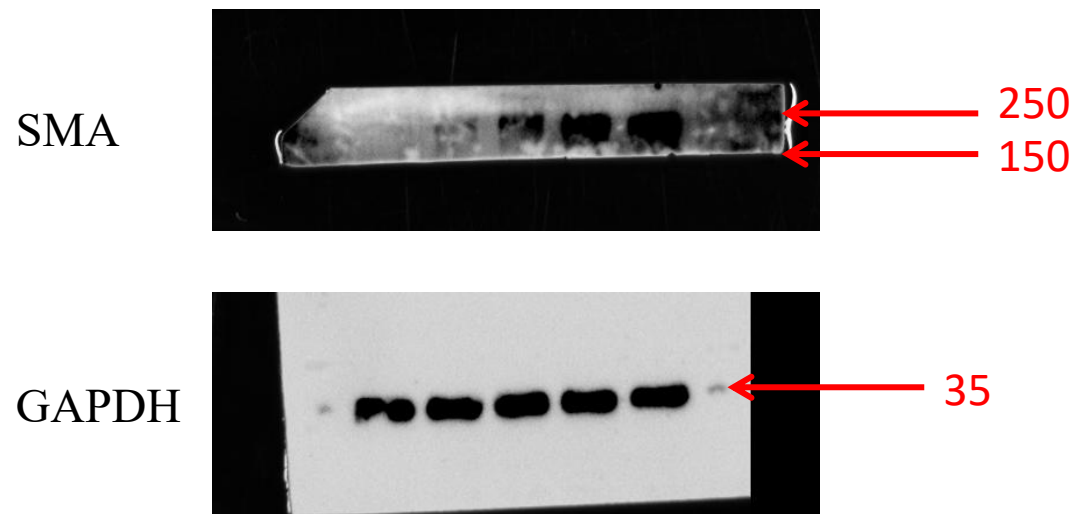

Figure.3O

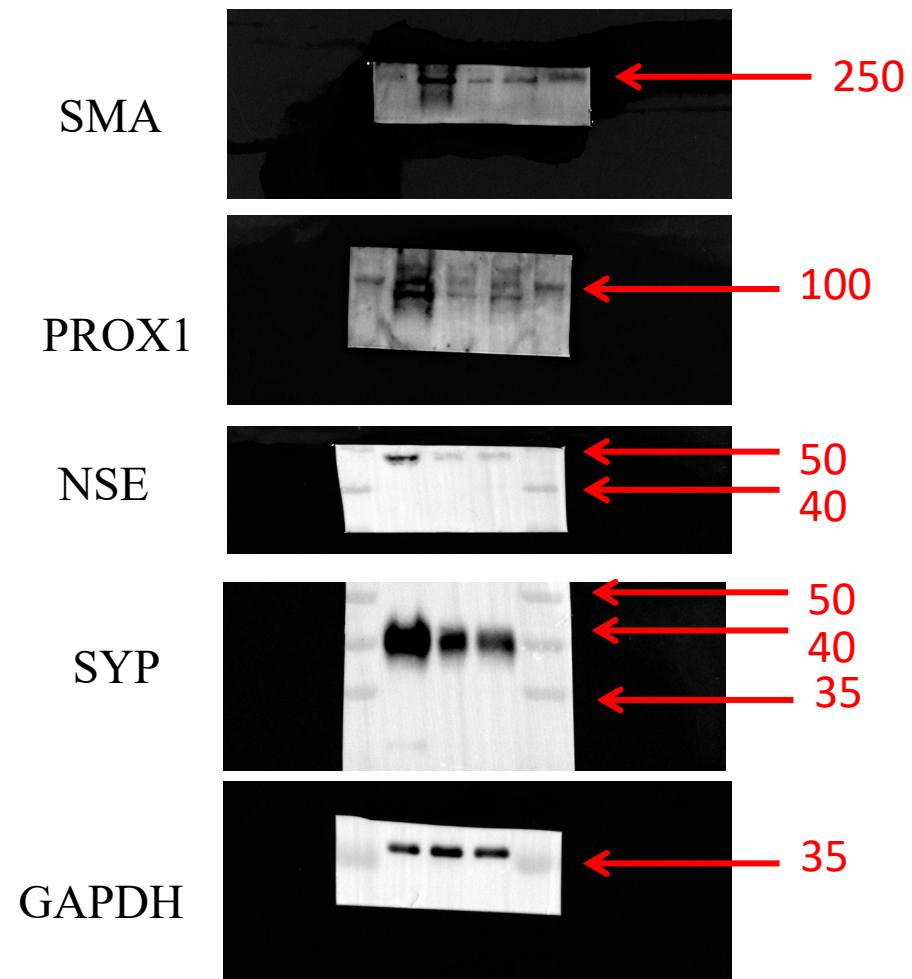

Supplemental Figure.3

Supplemental Figure.3G

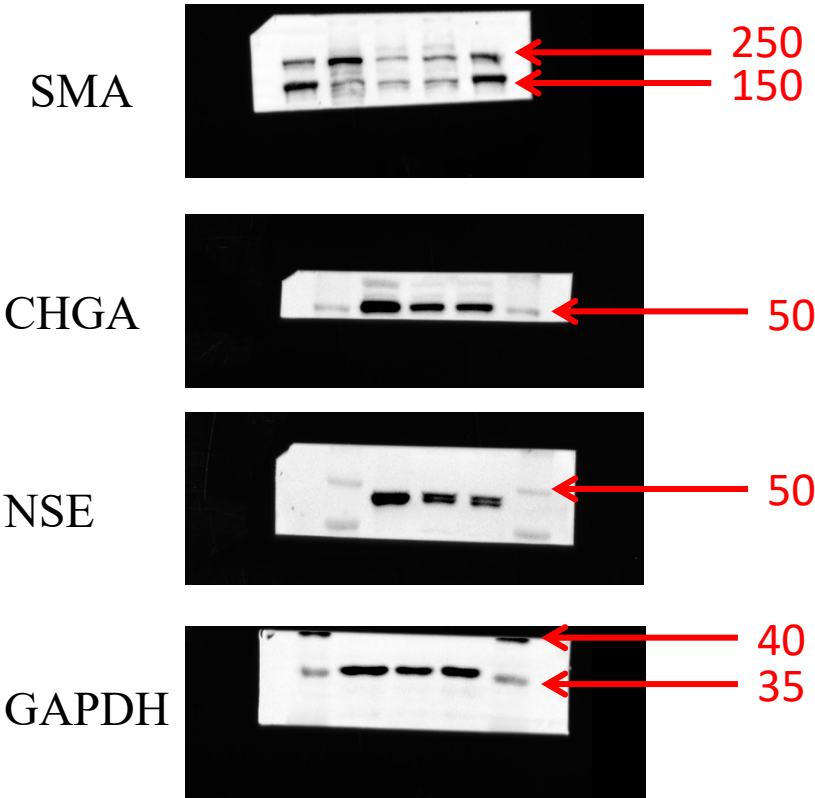

Figure.4

Figure.4B

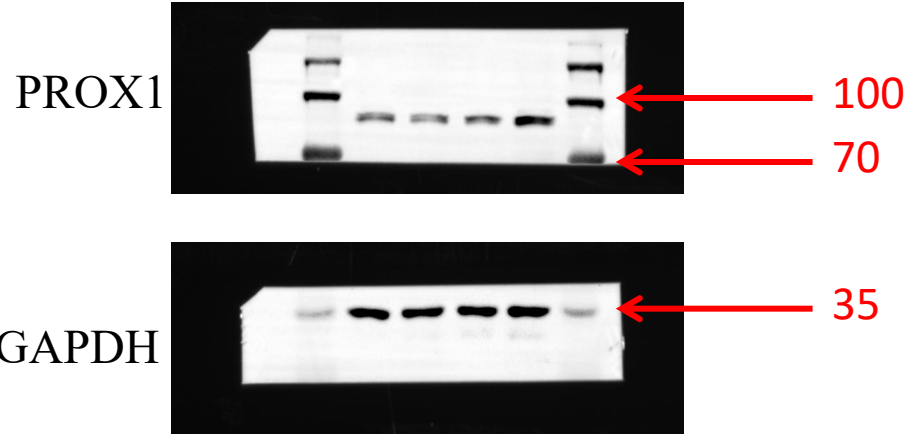

Figure.4J

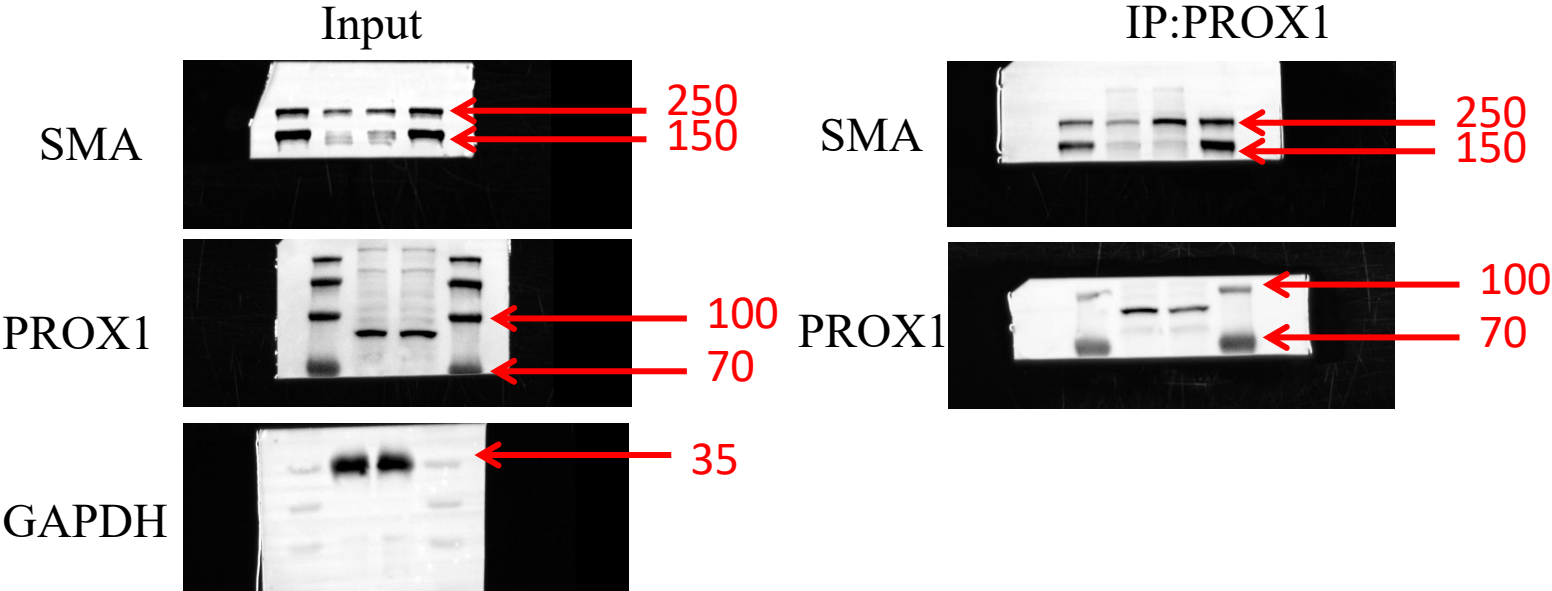

Figure.4P

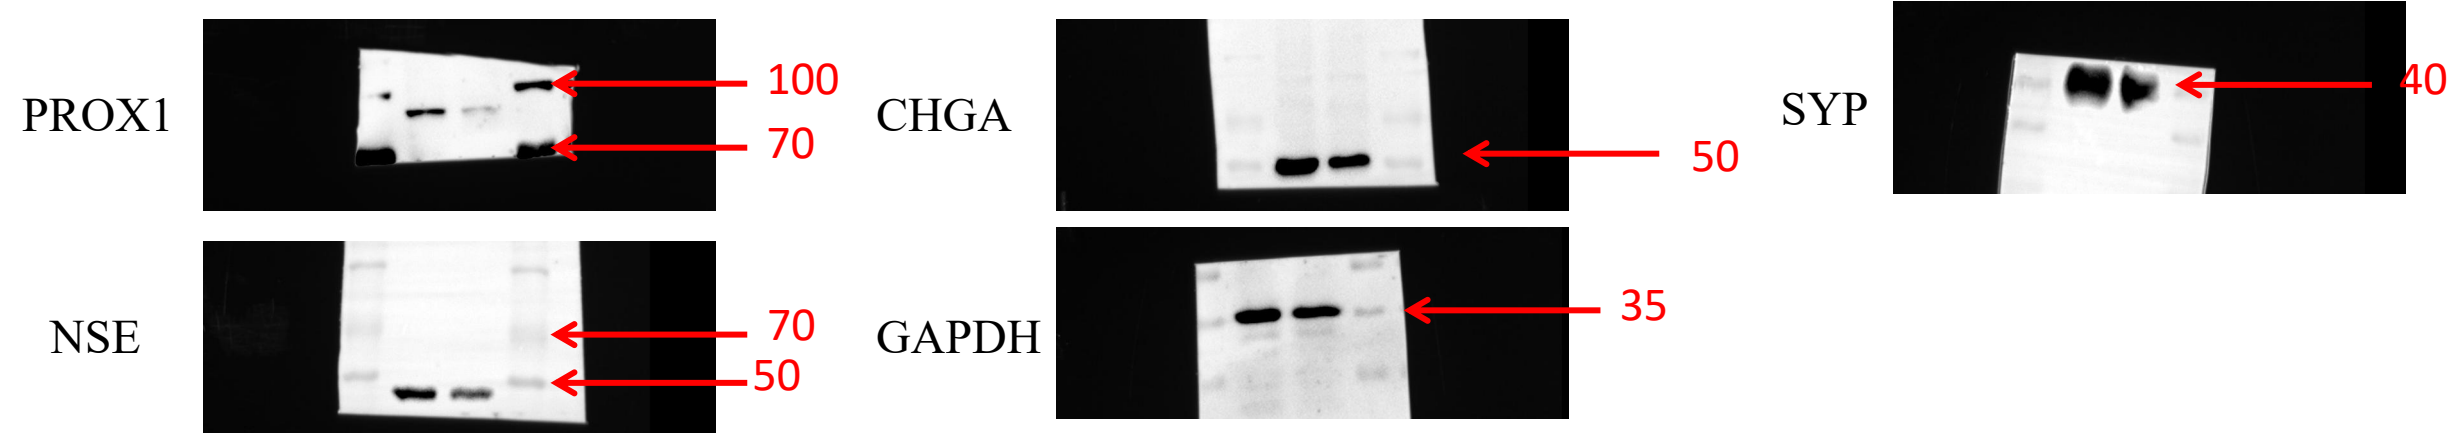

Figure.5

Figure.5B

H3K27ac

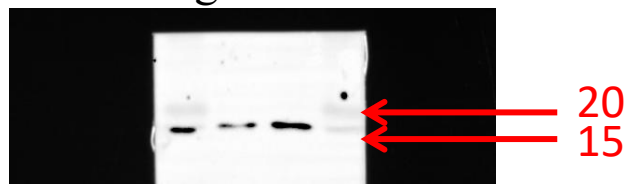

GAPDH

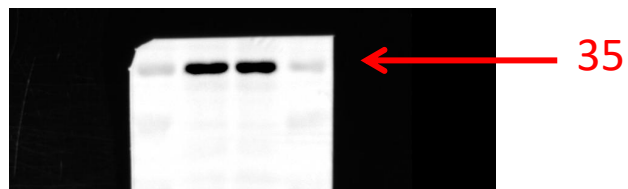

Figure.5C

H3K27ac

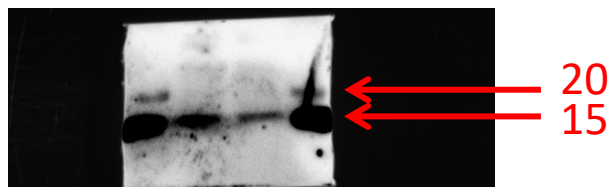

GAPDH

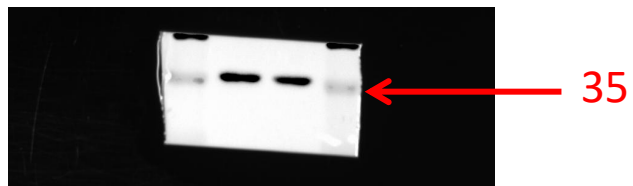

Figure.5D

SMA

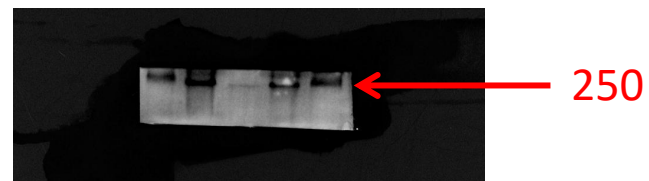

PROX1

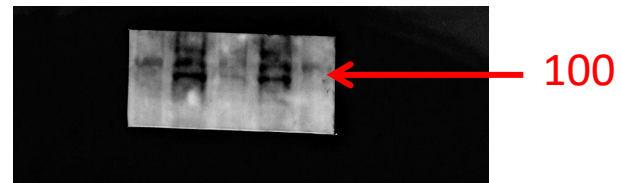

NSE

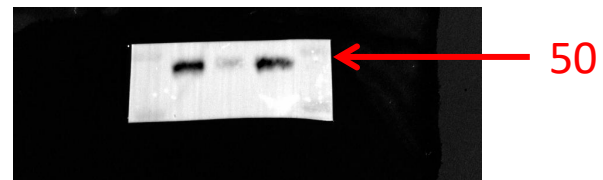

SYP

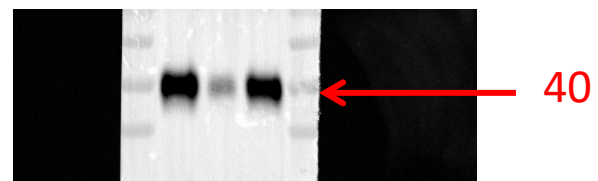

GAPDH

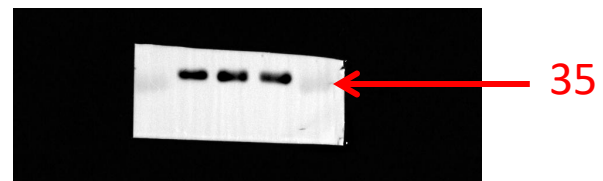

**Supplement:** Supplementary file 2 — Western blot

How the deposited data were processed for this re-analysis (not part of the article)

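Chromatin accessibility was measured by ATAC-seq in 2 libraries of LNCaP cells and 2 libraries of the enzalutamide-resistant LN-35 subline. The authors deposited 1 list of peak summits per library, with a score per summit. The deposited score has the form of a −log10 p-value or q-value, and which of these it is was not found in the paper's text or its supplementary text. The aligner, peak caller, thresholds and genome build were not found there either. The sequence names are those of GRCh38. The lists held no summits on the mitochondrial genome, and between 0.0972% and 0.185% of the summits of a library lay outside the main chromosomes. Peaks were called per library, with between 45618 and 117245 summits per list. The lists hold no read counts, so the depth, and the precision it would give, is unknown.

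From these lists, summits were widened by 250 bp on either side and overlapping windows of the 4 libraries were merged into regions. A region was assigned to a cell type when both libraries had a summit in it and to neither cell type when the libraries of one differed. Gene positions came from the RefSeq table of GRCh38.p14, with 59679 genes on the main chromosomes, 20037 of them protein-coding. The planned distance to a transcription start site was replaced by the distance to either end of a gene, because the table used gives no strand. This counts 3′ ends together with 5′ ends. It leaves out transcript starts that lie inside a gene's outer ends. For TMPRSS2, SYP, ENO2, SMARCA4 and PROX1 the direction of transcription was read from the drawings in the paper's figures. Motif matches and GC content need a genome sequence and were not analysed here.

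Summits were ranked within their own library, as percentiles, and a gene without a summit near an end was given percentile 0. Region sets were compared with Fisher's exact test and odds ratios with 95% intervals. Shares of regions are given with Wilson intervals. The list of 10 neuroendocrine genes was compared with 10000 random lists, drawn from protein-coding genes and matched on mean percentile in 10 bins. A second gene list that was planned is not reported here. The 25 genes of the neuroendocrine list and of the paper's loci and markers were all found in the table. Runs of 8 or more consecutive specific regions were counted along each chromosome and compared with 1000 shuffles of the classes within chromosomes. The genes named were set before the data were examined: TMPRSS2, SYP, ENO2, SMARCA4 and PROX1, those of 13 other markers of the paper whose percentiles separated the cell types, the 3 strongest specific regions of each cell type, and the genes inside runs. The runs held 387 protein-coding genes, too many to name, so the gene inside the longest run is given.

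The alternatives set before the data were examined were windows of 100 and 500 bp, a score of at least 10, equal numbers of summits per library, membership by at least 1 library, 1 kb in place of 3 kb, protein-coding genes alone, 1 summit per 500 bp, runs of 5 and 12 regions, leaving out each library in turn, and comparison within each replicate number. Percentiles among the shared regions, changes against those of protein-coding genes with a mean percentile within 5 points, runs with equal numbers of summits, and combinations of window, threshold and membership were added after seeing the data.

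The computation was tested on simulated lists with 13520 planted regions, of which 100% per class were recovered. The odds ratio came out as 2.65 for a planted 2.68, and the 1 planted run of 20 regions was found. Each simulated library held every site of its class, with no missed or extra summits. The simulation thus checks the code and not how unequal lists or replicates that differ affect the sets. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.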

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

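The tests reported here were chosen after the results were seen. The regions and the KLK3 summit stand out because they are signals at sites the paper does not discuss, above the level in the LNCaP libraries.

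The LN-35-specific region with the highest mean percentile, 98.1, lies on chromosome 7 from 57449829 to 57450381, 98 bp from an end of ZNF716, with scores of 119 and 65.9 in the LN-35 libraries. The next, at a mean percentile of 96.9, lies on chromosome 19 from 3344073 to 3344582, outside the annotated genes and 15307 bp from the nearest gene end, that of NFIC, with scores of 112 and 57.7. The third, at 96.3, lies on chromosome 18 from 74291854 to 74292359, 141 bp from an end of CYB5A, with scores of 101 and 58.3. No LNCaP library had a summit in them, although both had more summits. Chance misses of strong regions were tested by the highest-scoring 10% of each LN-35 library's regions: at the lowest 1.40% of these were absent from an LNCaP library, against at most 0.353% from the other LN-35 library, which argues against chance misses for the set. Reads that map to repeated sequence, and a change in copy number, were not tested. A biological difference between LN-35 and LNCaP stays open as well.

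Inside KLK3, on chromosome 19 from 50854915 to 50860764, a summit 1689 bp and 1736 bp below the gene's higher-coordinate end was at percentiles 4.79 and 3.46 in the LNCaP libraries, and one at 1674 bp and 1718 bp was at percentiles 82.7 and 60.6 in the LN-35 libraries. The means were 4.13 ± 0.941 (SD, n = 2) and 71.7 ± 15.6 (SD, n = 2). The change of 67.5 points lay at percentile 89.5 of the changes of 811 genes with a similar mean percentile, and at 92.0 with equal numbers of summits. A change of the whole locus, such as its copy number, would raise the regions next to the gene too. The region about 4 kb below the gene changed by -49.9 percentile points, from 84.9 ± 3.22 (SD, n = 2) to 35.0 ± 2.38 (SD, n = 2). This argues against a change of the whole locus. A nearer summit, between 3079 and 3116 bp below the gene, does not decide it, since the LN-35 replicates moved in opposite directions. It was at percentiles 57.0 and 56.0 in LNCaP and 67.0 and 31.7 in LN-35. The shorter LN-35 lists are argued against as well. By score, the highest rank from the top of the summit inside KLK3 in an LNCaP library was 103628. This is beyond the 70866 summits of the longer LN-35 list, and its ranks in the LN-35 libraries were 12243 and 17970. A biological change of the gene's own regulation is untested.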

How the results depend on the processing

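Runs with equal numbers of summits, percentiles among shared regions, changes against similar genes and combined settings were added after seeing the data. The larger share of LN-35 summits near gene ends, the odds ratio above 1 for LN-35-specific against LNCaP-specific regions, and the closer similarity within than between cell types kept their direction under every alternative that was run for them. The sizes of the region sets did not keep theirs. The cause was not tested where none is given.

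With a score of at least 10 there were 17923 shared, 21101 LNCaP-specific and 3657 LN-35-specific regions, the LN-35 libraries shared 50.8% of their regions, the similarity between cell types was 16.3 points below the lower similarity within one (-16.3), and the difference in the share near gene ends was 17.4 points. With equal numbers of summits there were 20653 shared, 13197 LNCaP-specific and 11457 LN-35-specific regions, a ratio of 1.15 where it was 7.16 with all summits, the similarities were 70.2%, 66.8% and 38.1%, with a gap of -28.6 points, and the difference in the share near gene ends was 8.84 points. Fixing the number of summits forces the sets toward equal size. With membership by at least 1 library there were 53073 shared, 78506 LNCaP-specific and 19523 LN-35-specific regions, a ratio of 4.02. With 100 bp windows the similarities were 58.4%, 49.2% and 28.6%. With equal numbers and membership by at least 1 library together, 23022 LNCaP-specific and 23739 LN-35-specific regions gave a ratio of 0.970, which is the reverse order. Of 18 combinations of window, threshold and membership, 16 had more LNCaP-specific and 2 more LN-35-specific regions.

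Across the 4 fits that each left out 1 library there were from 42873 to 64318 LNCaP-specific regions and from 7166 to 17943 LN-35-specific regions, with a ratio from 2.39 to 8.98, the lowest without LN-35 replicate 2, and the odds ratio was from 1.98 to 2.83. A rule that needs fewer libraries admits more regions.

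Over the shared regions, the deviations of libraries with the same replicate number had a Pearson correlation of -0.0128, so no pairing was seen region by region. A shift of a whole library is not seen by this measure. Replicate 1 had more summits than replicate 2 in both cell types, 117245 against 107344 and 70866 against 45618. Its share near gene ends was lower in both, 30.2% against 31.6% and 40.5% against 47.0%. A pairing of whole libraries thus stays open. As a replicate block, replicate 1 of each gave 48098 shared, 66196 LNCaP-specific and 21209 LN-35-specific regions, a ratio of 3.12 and an odds ratio of 2.04. Replicate 2 of each, in the same block comparison, gave 69905 LNCaP-specific and 10624 LN-35-specific regions and an odds ratio of 2.26.

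The median change of the neuroendocrine list was 13.0 percentile points with equal numbers of summits. Random lists had a median of 17.0 in this setting. There were 1444 runs of at least 5 LNCaP-specific regions, 82 of at least 12, and 33 of at least 8 with equal numbers of summits. There were 3 runs of at least 5 LN-35-specific regions, and 5 of at least 8 with equal numbers.

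For the 5 genes whose loci the paper shows, 20 of 53 alternative values moved by at least the spread between replicates. The change at SYP stayed between 9.60 and 53.02 points and that at SMARCA4 between 5.07 and 65.8, while ENO2 ranged from -7.52 to 24.6 and TMPRSS2 from -14.6 to 35.9. Each upper value is that with equal numbers of summits, which moved genes of a similar mean percentile by a median of 28.4 for SYP, 42.9 for SMARCA4, 20.8 for ENO2 and 33.8 for TMPRSS2. Among the similar genes these changes lay at percentiles 87.3, 86.2, 58.4 and 52.4, where they lay at 87.3, 79.2, 53.7 and 50.2 with all summits, so the order of TMPRSS2 turned with the shift of the setting and not against it. Percentiles among the shared regions gave changes of 33.2 for SYP, 34.6 for SMARCA4, 14.8 for ENO2 and 7.03 for TMPRSS2, against medians of 13.6, 16.6, 12.1 and 7.81 for the similar genes. The strongest summit of PROX1 changed by 7.38 points there, where one with the same percentile in all 4 libraries would change by 5.84.

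Motif shares with their alternatives, GC matching and the start site at the 5′ end were not run. The unknown depth limits the counts of specific regions and the ranks of weak summits.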

Differences from the paper's values

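With all summits, 41527 regions were LNCaP-specific, against the paper's about 8700 in Fig. 1L, read by eye, and none of the alternatives set before the data were examined closed the gap, the nearest being 13197 with equal numbers of summits. Equal numbers with 500 bp windows, chosen after seeing the values, gave 12768, which is within 1.5 times the paper's value, with 21346 shared and 10730 LN-35-specific regions. There were 31869 shared regions against the paper's about 16000 in Fig. 1L. A score of at least 10, with 17923, and equal numbers, with 20653, came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. Of the combinations chosen after seeing the values, a score of at least 10 with 100 bp windows, with 15440, and with 500 bp windows, with 18600, and equal numbers with 100 bp windows, with 18108, and with 500 bp windows came that close too. There were 5800 LN-35-specific regions against the paper's about 12000 in Fig. 1L. Equal numbers of summits, with 11457, leaving out LNCaP replicate 1, with 8187, leaving out LN-35 replicate 2, with 17943, and replicate 2 of each as a block, with 10624, came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. Of the combinations chosen after seeing the values, equal numbers with 100 bp windows, with 11279, and with 500 bp windows, a score of at least 10 with membership by at least 1 library, with 16849, 14022 and 12406 for windows of 100, 250 and 500 bp, and 500 bp windows with membership by at least 1 library, with 16345, came that close too.

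The paper's Fig. 1L has more regions unique to LN-35 than to LNCaP. Here LNCaP-specific regions outnumbered LN-35-specific ones by a ratio of 7.16, and under every alternative set before the data were examined. Equal numbers combined with membership by at least 1 library, chosen after seeing the values, gave a ratio of 0.970. The paper describes a loss of accessibility at TMPRSS2 and a gain at SYP and ENO2 in LN-35. Here SYP rose by 12.7 percentile points, while ENO2 changed by 0.58 and TMPRSS2 by -3.47, both within the spread between replicates. SYP lies on chromosome X, where shared regions near gene ends rose by more than the median chromosome, so a change of the whole chromosome was not separated. With equal numbers of summits, which moves protein-coding genes in general toward LN-35, ENO2 changed by 24.6 against 20.8 for genes of a similar mean percentile, and TMPRSS2 by 35.9 against 33.8. Percentiles among the shared regions, chosen after seeing the values, gave 14.8 for ENO2 against 12.1 for similar genes. In both of these settings ENO2 was higher in every LN-35 library than in every LNCaP library, in the direction that the paper describes, by little more than the similar genes. Inside TMPRSS2, a summit singled out after its values were seen did fall, by -27.1 points, from percentiles 76.9 and 73.7 in LNCaP to 53.04 and 43.4 in LN-35. The paper places a more open site at the start of PROX1. Here only the outer ends of the gene were known and not transcript starts inside it, so the sites compared may not be the same. The strongest summit of PROX1, inside these ends and possibly at such a start, was near the top of every list. It was at percentiles 93.2 and 94.9 in LNCaP and 96.1 and 92.9 in LN-35, a scale that leaves little room for a rise. It changed by 8.08 points with equal numbers of summits, where a summit with the same percentile in all 4 libraries would move by 6.78, and by 7.38 against 5.84 among the shared regions, a setting chosen after seeing the values. Near a gene end, LN-35 replicate 1 had a summit 41 bp from the outer start of PROX1 at percentile 4.81 and the other 3 libraries had none, a change of 2.40 points. A summit in 1 library alone always gives a spread equal to its change, so the spread decides nothing here.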

Other observations

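The test on runs against shuffles was set before its result was seen. The other tests here were chosen after: that on runs with equal numbers of summits was added after seeing the data, with its prediction written before its own result, and the tests on strong regions, set sizes, gene ends, lost DNA and chromosomes 19 and X were chosen after the results were seen.

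LNCaP-specific regions were more numerous than LN-35-specific ones. For strong regions, weak regions missed in the shorter LN-35 lists are argued against: at the lowest 16.7% of the highest-scoring 10% of an LNCaP library's regions were absent from an LN-35 library, against at most 0.353% from a replicate. For the sets as a whole, a lower depth or a lower share of reads in open chromatin cannot be told apart from a change in accessibility, because the ratio of 1.15 with equal numbers of summits follows from fixing their number, and depth is unknown. A biological loss of accessible regions in LN-35 stays open.

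The share of summits near gene ends was higher in LN-35. Fewer, and so stronger, summits in LN-35 do not explain all of it, since with equal numbers of summits the difference was 8.84 percentage points against a pooled SD of 0.293. A different share of reads in open chromatin was not tested.

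There were 333 runs of at least 8 consecutive LNCaP-specific regions and 0 of LN-35-specific ones. Shuffling the classes along each chromosome gave at most 121 of the former in 1000 shuffles, so scattered specific regions are argued against. The higher number of LNCaP summits is argued against as the whole cause by the 33 runs found with equal numbers, against at most 5 in shuffles of that setting. In that setting 5 runs of LN-35-specific regions were found, against at most 4 in shuffles. The longest run, of 28 regions, lies on chromosome 5 from 8501171 to 9539043, where the protein-coding gene is SEMA5A, and the LN-35 libraries had 1 summit each in it. Loss of the DNA from the LN-35 cells cannot be told apart from closed chromatin: 147 of the runs held no summit of an LN-35 library, and in the other 186 a summit at one place leaves the rest of the stretch open, since a list without reads does not separate them. Loss of 1 copy was not tested.

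With equal numbers of summits, the ratio of LN-35-specific to LNCaP-specific regions away from gene ends was 1.76 on chromosome 19 and 1.55 on chromosome X, against a median of 0.572 over 23 chromosomes. More copies of a chromosome would also raise its shared regions. For chromosome 19 the change of the shared regions away from gene ends had ranks 1 and 2 of 23 in the replicate numbers, and that of the regions near gene ends ranks 12 and 16, so more copies cannot be told apart from regulation along it. For chromosome X the ranks were 2 and 1 away from gene ends and 1 and 4 near them, and more copies cannot be told apart from regulation here either: the lowest rank was 4, beyond a limit of the first 3, which was set when part of these values had been seen.

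Of 13 other markers that the paper names, 6 had percentiles near a gene end that separated the cell types, where chance separates 33.3% of genes. KLK3, SOX2, TGFB1 and KRT18 were higher in LN-35, and WNT5A and CHGA lower. WNT5A was at percentiles 69.6 and 59.1 in LNCaP and had no summit near an end in LN-35, and the paper reports WNT5A mRNA among the markers that it measured in Fig. 1. Over WNT5A with 3 kb on either side there were 6 summits in each LNCaP library and 5 and 2 in LN-35. The strongest of these in LN-35, 19963 and 19987 bp inside the gene, was at percentiles 57.4 and 43.2. At that site LNCaP was at 51.4 and 55.5, so WNT5A was not closed throughout. The strongest summit near an end of CHGA was at 67.6 and 62.3 in LNCaP and 54.1 and 51.6 in LN-35. The change lay at percentile 27.8 of the changes of genes with a similar mean percentile. With equal numbers of summits it lay at 29.2, where CHGA rose by 26.1 points and the similar genes by a median of 43.4. These summits of CHGA lay at different sites, 1780 and 1793 bp inside the gene in LNCaP and 860 and 865 bp inside in LN-35. At the latter site the LNCaP libraries were at 61.0 and 39.0, so the cell types overlapped there. No biological explanation was tested for these genes.

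The LNCaP-specific regions with the highest mean percentiles, 100.0, 99.9 and 99.9, lie on chromosome 11 from 134008593 to 134009094 inside LINC02730, on chromosome 1 from 86105012 to 86105517 inside COL24A1, and on chromosome 3 from 129673777 to 129674324 inside TMCC1.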
